# Control of ciliary transcriptional programs during spermatogenesis by antagonistic transcription factors

**DOI:** 10.7554/eLife.94754

**Published:** 2025-02-26

**Authors:** Weihua Wang, Junqiao Xing, Xiqi Zhang, Hongni Liu, Xingyu Liu, Haochen Jiang, Cheng Xu, Xue Zhao, Zhangfeng Hu

**Keywords:** cilia, antagonistic transcription factors, Xap5, Xap5l, spermatogenesis, transcriptional regulation, Mouse

## Abstract

Existence of cilia in the last eukaryotic common ancestor raises a fundamental question in biology: how the transcriptional regulation of ciliogenesis has evolved? One conceptual answer to this question is by an ancient transcription factor regulating ciliary gene expression in both uni- and multicellular organisms, but examples of such transcription factors in eukaryotes are lacking. Previously, we showed that an ancient transcription factor X chromosome-associated protein 5 (Xap5) is required for flagellar assembly in *Chlamydomonas*. Here, we show that Xap5 and Xap5-like (Xap5l) are two conserved pairs of antagonistic transcription regulators that control ciliary transcriptional programs during spermatogenesis. Male mice lacking either Xap5 or Xap5l display infertility, as a result of meiotic prophase arrest and sperm flagella malformation, respectively. Mechanistically, Xap5 positively regulates the ciliary gene expression by activating the key regulators including Foxj1 and Rfx families during the early stage of spermatogenesis. In contrast, Xap5l negatively regulates the expression of ciliary genes via repressing these ciliary transcription factors during the spermiogenesis stage. Our results provide new insights into the mechanisms by which temporal and spatial transcription regulators are coordinated to control ciliary transcriptional programs during spermatogenesis.

## Introduction

Cilia and flagella are evolutionarily conserved hair-like microtubule organelles that project from the surfaces of most eukaryotic cells (Derderian et al., 2023; Mitchell, 2017). They play essential roles in sensory reception, signal transduction, and cell movement (Goetz and Anderson, 2010; Nachury and Mick, 2019; Singla and Reiter, 2006). The dysfunction of cilia in humans leads to an emerging class of genetic diseases called ciliopathies classified into first- and second-order ciliopathies (Ishikawa and Marshall, 2011; Lovera and Lüders, 2021; Reiter and Leroux, 2017). First-order ciliopathies are caused by aberrations in ciliary proteins, and second-order ciliopathies occur due to defects in non-ciliary proteins, such as transcription factors, that are required for cilia formation and function (Reiter and Leroux, 2017).

Cilia are complex organelles and are dynamically regulated during development and the cell cycle (Eggenschwiler and Anderson, 2007; Kasahara and Inagaki, 2021; Santos and Reiter, 2008). The transcriptional regulation of ciliary genes must be precisely coordinated during ciliogenesis (Choksi et al., 2014; Collins et al., 2021; Lewis and Stracker, 2021; Thomas et al., 2010). In metazoans, several transcription factors, including Foxj1 and Rfxs, have been shown to be involved in directing the expression of ciliary genes (Stubbs et al., 2008; Swoboda et al., 2000; Yu et al., 2008). These key ciliary transcription factors show dynamic expression patterns during development and differentiation (Stubbs et al., 2008; Swoboda et al., 2000; Yu et al., 2008). However, how these key transcriptional programs are spatially and temporally controlled by cell type-specific transcription factors and signaling pathways in order to activate specific target ciliary genes and generate diverse cilia is largely unknown.

Despite transcriptional regulation of ciliary genes is required for ciliogenesis in both uni- and multicellular organisms, the underlying mechanism mediating ciliary gene expression may be fundamentally different, as the two major transcription factors, Foxj1 and Rfxs, are absent from many unicellular organisms (Chu et al., 2010; Li et al., 2018; Piasecki et al., 2010; Vij et al., 2012). Cilia and ciliary genes have been highly conserved throughout evolution, suggesting that the regulation of ciliary genes could be programmed by yet undiscovered transcriptional mechanisms, which possibly coevolved with multicellularity. Recently, an ancient transcription factor, X chromosome-associated protein 5 (Xap5), is found to regulate ciliary gene expression in a unicellular organism, *Chlamydomonas reinhardtii* (Li et al., 2018). Xap5 is highly conserved among different species and is widely expressed across tissues (Martin-Tryon and Harmer, 2008; Mazzarella et al., 1997). In vertebrates, *Xap5-like* (*Xap5l*) with an intronless open reading frame originated in Therians via retrotransposition of the ancestral *Xap5*, and it is highly expressed during spermatogenesis (Sedlacek et al., 1999; Zhang et al., 2011). However, whether Xap5 and Xap5l play essential roles in cilia development in multicellular organisms remains unknown.

Here, we show that Xap5/Xap5l are antagonistic transcription factors required for ciliary transcriptional programs during spermatogenesis. Xap5 is widely expressed in different tissues, while Xap5l is exclusively present in the testes. To explore the roles of Xap5/Xap5l in ciliogenesis, we generated a *Xap5l* knockout (KO) mouse line and found that *Xap5l* KO male mice are infertile due to the malformation of sperm flagella. Interestingly, male mice with the loss of Xap5 protein in germ cells also exhibited infertile, due to the arrest of spermatogenesis in the meiotic prophase stage. These data suggest that Xap5/Xap5l play crucial roles in sperm flagellar assembly in a spatiotemporal manner. Mechanistically, Xap5 positively modulates transcriptional rewiring of ciliary genes via activating the key regulators including Foxj1 and Rfxs during the early stage of spermatogenesis. Conversely, Xap5l negatively regulates the transcriptional program controlling ciliogenesis by repressing these ciliary transcription factors during the spermiogenesis stage. Thus, ciliary transcriptional programs are spatially and temporally controlled by Xap5/Xap5l antagonistic transcription factors during spermatogenesis.

## Results

### Xap5 and Xap5l are indispensable for male fertility

To explore the potential functions of Xap5/Xap5l during ciliogenesis in vivo, we performed western blot analysis to investigate the spatiotemporal expression of Xap5/Xap5l in various mouse tissues. We observed that Xap5 protein was widely expressed in diverse tissues and present at all stages of postnatal testes maturation, whereas Xap5l protein was mainly present in the testes and its level increased dramatically from postnatal day 21 (P21) and continued into adulthood (Figure 1A, B). Next, we identified the specific testicular cell types expressing *Xap5/Xap5l* using published single-cell RNA-seq data (Jung et al., 2019). *Xap5* mRNA was found predominantly expressed in spermatogonia, while *Xap5l* mRNA was observed in pachytene spermatocytes, and remained until elongating spermatids (Figure 1C). Consistent with the mRNA localization patterns, immunofluorescence staining showed that Xap5 protein was mainly detected in the nuclei of spermatogonia, whereas Xap5l protein was present in the nuclei of pachytene spermatocytes and spermatids within the seminiferous tubules, and neither of Xap5 or Xap5l was detected in mature sperm (Figure 1D, Figure 1—figure supplement 1).

**Figure 1.**
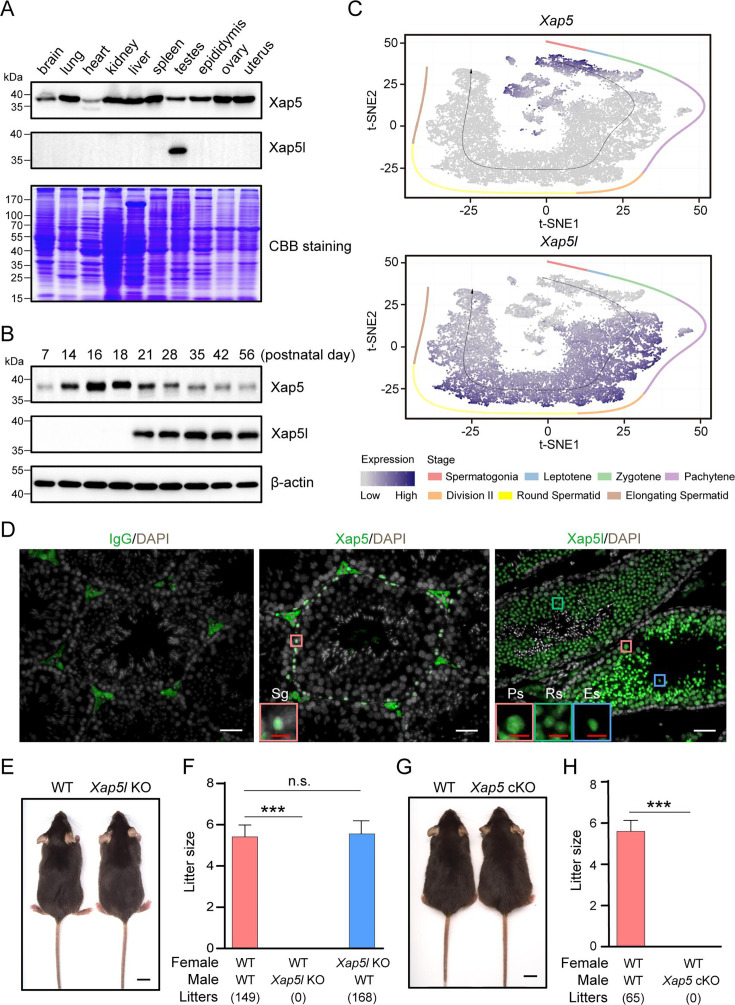
Loss of Xap5 and Xap5l proteins results in male mice infertility. (**A**) Detection of Xap5/Xap5l protein in different tissues of adult mice by western blot analysis. (**B**) Expression of Xap5/Xap5l protein during postnatal testicular development. β-Actin was used as control. (**C**) t-SNE plots displaying *Xap5/Xap5l* gene expression levels in individual cell types of mouse testis visualized using published single-cell data (Jung et al., 2019). Black arrow represents the developmental pseudotime corresponding to the developmental ordering of each cell progressing through spermatogenesis. Dot color intensity represents the expression level. Cells from different stages are color-coded. (**D**) Immunofluorescence staining of Xap5/Xap5l in adult WT testis. Representative spermatogonium (Sg), round spermatid (Rs), and elongating spermatid (Es) are indicated. Scale bars: 20 μm (white), 5 μm (red). (**E**) Similar development between WT and *Xap5l* KO mice. Scale bar: 1 cm. (**F**) Average litter size of pups obtained by fertility test. Each male was caged with two females for 2 months, five males were used for each genotype. ***p < 0.001, n.s. stands for not significant. (**G**) Similar appearance of WT and *Xap5* cKO mice. Scale bar: 1 cm. (**H**) Average litter size of pups obtained by fertility test. Each male was caged with two WT females for 2 months, four males were used for each genotype. ***p < 0.001. Error bars depict means ± SEM. All p-values were calculated using an unpaired, two-tailed Student’s *t*-test. Figure 1—source data 1.Original files for western blot analysis displayed in Figure 1A and B. Figure 1—source data 2.File containing the original SDS-PAGE gel and western blot images for Figure 1A and B, indicating the relevant bands and corresponding samples.

**Figure 1—figure supplement 1.**
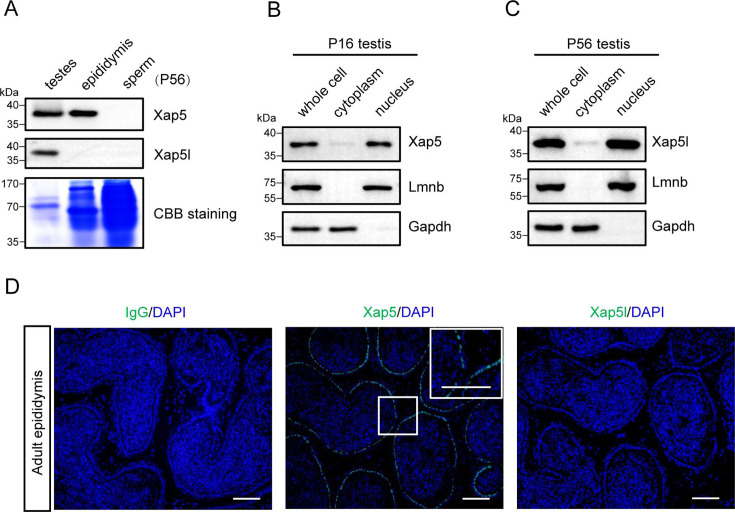
Localization of Xap5/Xap5l in testicular cells. (**A**) Western blot analysis showing no localization of Xap5/Xap5l in mature sperm. Western blot analysis showing the subcellular localization of endogenous Xap5 (**B**) and Xap5l (**C**). Lmnb used as a nuclear protein marker, Gapdh used as a cytoplasmic protein marker. (**D**) Immunofluorescence staining of Xap5/Xap5l in adult epididymis. Scale bars: 50 μm. Figure 1—figure supplement 1—source data 1.Original files for western blot analysis displayed in Figure 1—figure supplement 1A–C. Figure 1—figure supplement 1—source data 2.File containing the original SDS-PAGE gel and western blots for Figure 1—figure supplement 1A–C, indicating the relevant bands and corresponding samples.

**Figure 1—figure supplement 2.**
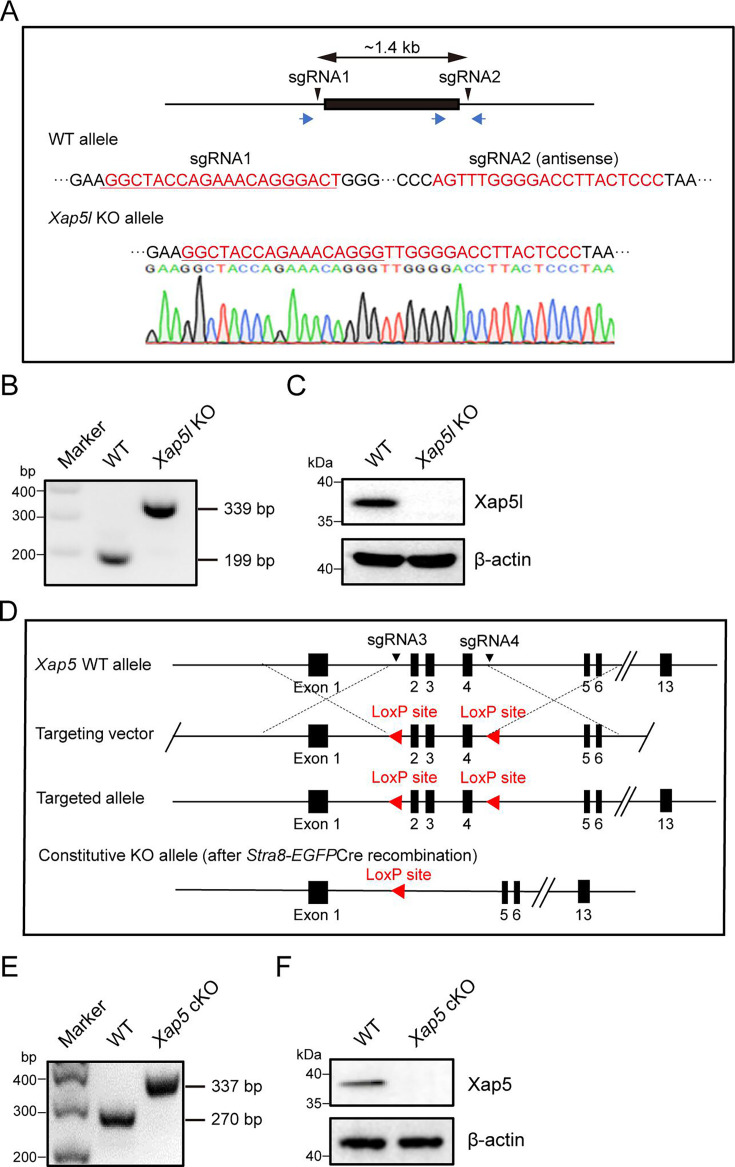
Generation of *Xap5l* KO and *Xap5* cKO mice. (**A**) Schematic illustration of the targeting strategy for generating a *Xap5l* knockout mouse line using CRISPR–Cas9 system. Upper panel showing genomic structure of the *Xap5l* gene. The location of two sgRNAs (sgRNA1 and sgRNA2) used and three primers (blue arrows) for genome PCR are indicated. Lower panel displaying nucleotide sequence of WT allele in the vicinity of two sgRNAs (red color) and the corresponding sequence of the *Xap5l* homozygous mutant (KO) allele. The deletion of *Xap5l* gene was verified by Sanger sequencing. (**B**) Genome PCR analysis in WT and *Xap5l* KO mice. (**C**) Detection of Xap5l in adult testes extracts of WT and *Xap5l* KO mice by western blot analysis. β-Actin was used as a control. (**D**) Schematic illustration of the targeting strategy for generating *Xap5* cKO mice. The location of LoxP sites inserted and the primers (blue arrow) used for genome PCR are indicated. (**E**) Genome PCR analysis in WT and *Xap5* cKO mice. (**F**) Detection of Xap5 in testes extracts of WT and *Xap5* cKO mice by western blot analysis. β-Actin was used as a control. Figure 1—figure supplement 2—source data 1.Original files for genotyping and western blot analysis displayed in Figure 1—figure supplement 2B, C, E and F. Figure 1—figure supplement 2—source data 2.File containing the original agarose gel and western blot images for Figure 1—figure supplement 2B, C, E, and F, indicating the relevant bands and corresponding samples.

To investigate the physiological function of the uncharacterized Xap5/Xap5l protein, we attempted to generate global KO mice using the CRISPR-Cas9 system. We successfully established a *Xap5l* KO mouse line (Figure 1—figure supplement 2A–C) and found that while all *Xap5l* KO mice survived to adulthood and appeared indistinguishable from the wildtype (WT) mice, *Xap5l* KO males were sterile (Figure 1E, F). Notably, generating mosaic F0 founders with *Xap5* mutant allele proved challenging, and no F1 generation inherited the mutant alleles from the few F0 founders in over a year of breeding experiments, underscoring the critical roles of Xap5 in mouse development. Subsequently, we generated floxed-*Xap5* mice and crossed them with *Stra8-GFPCre* knockin mice (Lin et al., 2017) to produce *Xap5* germline-specific KO mice (*Xap5* cKO) (Figure 1—figure supplement 2D–F). Similar in appearance to controls (*Xap5^fl/Y^*), all *Xap5* cKO males were also found to be sterile (Figure 1G, H). Collectively, these results suggest that Xap5/Xap5l play essential roles in spermatogenesis.

### Xap5 and Xap5l function at different stages of spermatogenesis

To uncover the cause of male infertility, we conducted gross and histological analyses of the testes from WT and *Xap5l* KO mice. There were no differences in the gross appearance of testis or in the weight of mouse body and testis between WT and *Xap5l* KO mice (Figure 2A), but the number of sperm collected from cauda epididymis of *Xap5l* KO mice was significantly lower than that from WT mice (Figure 2B), and sperm motility was significantly reduced in KO mice (Figure 2C and Figure 2—videos 1 and 2). Histological analysis did not reveal any severe abnormity in the seminiferous epithelial cycle of *Xap5l* KO testes (Figure 2D). Further examination of the morphology and structure of cauda epididymal sperm in *Xap5l* KO mice revealed significantly higher rates of abnormal flagella (Figure 2E–G), indicating that *Xap5l* is crucial for flagellar assembly during spermiogenesis.

**Figure 2.**
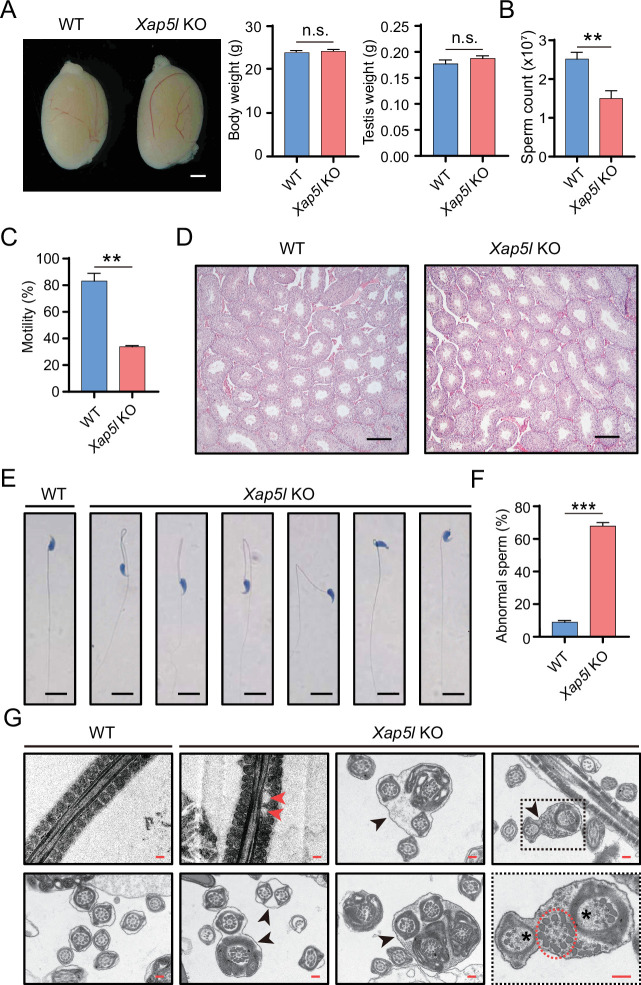
Xap5l is required for normal sperm formation. (**A**) Similar gross testes morphology, body weight, and testis weight between WT and *Xap5l* KO mice. Scale bar: 1 mm. *n* = 6, n.s. stands for not significant. (**B**) Significantly reduced caudal epididymal sperm counts in Xap5l KO mice compared with WT males. *n* = 5, **p < 0.01. (**C**) Significantly reduced sperm total motility of *Xap5l* KO mice. *n* = 3, **p < 0.01. (**D**) H&E staining showing similar histological structure of the testes from WT and *Xap5l* KO mice. Scale bars: 100 μm. (**E**) H&E staining showing the morphology of sperm in WT and *Xap5l* KO mice. Scale bars: 10 μm. (**F**) Significantly increased abnormal sperm in *Xap5l* KO mice. *n* = 6, ***p < 0.001. (**G**) Electron microscopic analysis displaying ultrastructural defects in *Xap5l* KO sperm flagella, including cytoplasmic vacuoles enveloping mitochondrial sheath (as shown by red arrowheads), a complete lack of mitochondrial sheath (as shown by red dotted circle), two or more cross-sections of the same sperm flagellum enclosed within one cell membrane (as shown by black arrowheads), partially formed outer dense fibers, and the axonemal microtubules (as indicated by asterisks). Scale bars: 2 μm. Error bars depict means ± SEM. All p-values were calculated using an unpaired, two-tailed Student’s *t*-test.

**Figure 2—video 1.** Representative video of living sperm cells from WT mouse.

**Figure 2—video 2.** Representative video of living sperm cells from *Xap5l* KO mouse.

We also investigated the spermatogenic defects in the seminiferous tubules and epididymis of *Xap5* cKO male mice. Notably, the testes of *Xap5* cKO males were significantly smaller compared to WT controls at P16 and older (Figure 3A). Many seminiferous tubules in P16 and older *Xap5* cKO males were vacuolated due to the absence of spermatocytes and spermatids, as indicated by the lack of XY body formation and the absence of PNA signal, a marker of spermatids and sperm, in *Xap5* cKO germ cells (Figure 3B–D). As a consequence, no sperm were observed in the adult cauda epididymides of *Xap5* cKO mice (Figure 3E). Taken together, these data indicate that germ cell development in *Xap5* cKO males was arrested in meiotic prophase, and Xap5 is indispensable for meiotic progression during spermatogenesis.

**Figure 3.**
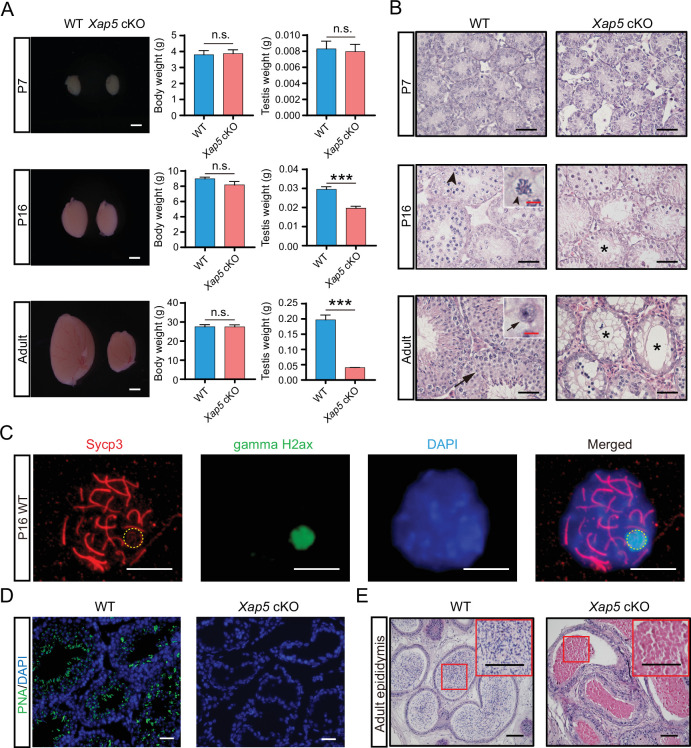
Ablation of Xap5 in germ cells results in arrested spermatogenesis and absence of sperm. (**A**) Testes sizes, body weight, and testis weight from WT and *Xap5* cKO mice at various ages were evaluated. Similar body weight was observed between WT and *Xap5* cKO mice. No significant difference in size and weight was detected between WT and *Xap5* cKO testes until P16. Scale bars: 1 mm. *n* = 5, ***p < 0.001, n.s. stands for not significant. (**B**) Histology of testes from WT and *Xap5* cKO mice at various ages was evaluated by H&E staining. No pachytene spermatocytes were found, and many vacuolated tubules were observed in *Xap5* cKO testis since P16. Black arrowheads indicate pachytene spermatocytes; black arrows indicate round spermatids. Vacuolated seminiferous tubules are indicated by asterisks. Scale bars: 20 μm (black), 2.5 μm (red). (**C**) Chromosome spreads staining showing pachytene spermatocytes from P16 WT male mouse. Yellow dotted circle indicates the XY body. Scale bars: 10 μm. (**D**) Immunofluorescence staining of PNA in adult testes indicating the absence of spermatids in *Xap5* cKO mice. Scale bars: 20 μm. (**E**) H&E staining of adult epididymis displaying absence of sperm in *Xap5* cKO mice. Scale bars: 50 μm. Error bars depict means ± SEM. All p-values were calculated using an unpaired, two-tailed Student’s *t*-test.

### Xap5 and Xap5l function as antagonistic regulators of ciliary transcriptional regulatory networks via regulating transcription factors

To gain insight into the regulatory mechanisms of Xap5l during sperm flagellar assembly, we employed RNA-seq analysis to examine mature sperm collected from the cauda epididymis of WT and *Xap5l* KO adult mice. 

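Sperm were collected from the cauda epididymis of P56 mice, and poly(A) RNA was sequenced from 3 WT and 3 Xap5l KO libraries as paired-end reads of 150 bp. The authors mapped the reads to GRCm38/mm10 with HISAT2 and deposited a table of whole-number counts per gene, without normalization. The methods name FPKM as the authors' expression measure, DESeq2 as their test and a fold change above 2 as their threshold. They do not name the tool that made the counts, the handling of reads that map to several genes, or the use of strand. The WT libraries held 40198158, 38881197 and 41716085 counts and the Xap5l KO libraries 43373223, 49355735 and 52308452. Mitochondrial genes took between 19.3% and 24% of the counts in WT libraries and between 10.5% and 27.4% in Xap5l KO libraries. The 10 genes with most counts took between 16.1% and 29.8% of a library. Here the counts were normalized by edgeR's TMM method to counts scaled to library size (CPM), and 20945 genes that passed edgeR's filter on low counts were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called up- or downregulated at an adjusted p-value under 0.05 and a fold change above 2. Xap5l, listed in the table as Fam50b, lies on chromosome 13 of GRCm38 from 34734850 to 34747623. It had 574, 440 and 419 counts in the WT libraries and 18, 23 and 8 in the Xap5l KO libraries, a log2 fold change of -5.15 (standard error 0.466, adjusted p = 0.0118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts of Xap5, listed as Fam50a, were 548, 705 and 689 in WT sperm and 296, 487 and 649 in Xap5l KO sperm, a log2 fold change of -0.76 (standard error 0.201, adjusted p = 0.0393 from the same test), which was below the fold change threshold.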

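Between WT and Xap5l KO sperm, 1589 genes were upregulated and 267 were downregulated, so that 85.6% of the calls were upregulated. In 1833 of these 1856 genes, the 3 Xap5l KO libraries lay on one side of the 3 WT libraries. The same held for 38.3% of all tested genes, against the 10% that chance gives for 3 against 3. The smallest adjusted p-value of any gene was 0.0118, so no gene passed an adjusted p-value of 0.01. Without WT replicate 2 or WT replicate 3, 1 gene was upregulated and 1 downregulated, and without Xap5l KO replicate 2, 1 gene was upregulated and 2 downregulated. Without Xap5l KO replicate 1 the counts were 483 and 71, without WT replicate 1 they were 1912 and 349, and without Xap5l KO replicate 3 they were 2402 and 443. In each of these 6 fits all 1856 genes had the same sign as with all libraries. For the 1833 genes without overlap, leaving out 1 library could hardly reverse the sign, so this says little about stability. Between 2018 and 3176 genes rose more than 2-fold at an unadjusted p-value under 0.05 in these fits. DESeq2 called 1907 genes upregulated and 342 downregulated, and 1783 of its calls were shared with edgeR. The largest rise among called genes with at least 5 CPM in either genotype was that of Pcdhgc4 (chromosome 18 from 37815079 to 37841873), which had 2, 1 and 2 counts in WT libraries and 597, 213 and 215 in Xap5l KO libraries, at least 108-fold higher. This bound rests in part on Xap5l KO replicate 1, without which the fitted log2 fold change fell from 7.53 to 6.42. Pcdhgc4 shares exonic bases with 25 other annotated genes of its cluster, and the counting could have split reads between them. Next came 4932411N23Rik on chromosome X, with a log2 fold change of 2.55, and Gm5415 on chromosome 1, with 2.36. After Xap5l itself, the largest falls were those of the mitochondrial ribosomal RNA mt-Rnr1, with a log2 fold change of -2.41, and of Clec4d, with -1.89. The calls of these 5 genes were lost without WT replicate 2 and without WT replicate 3, and those of 4932411N23Rik, Gm5415, mt-Rnr1 and Clec4d also without Xap5l KO replicate 2.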

Differential expression analysis identified 2093 upregulated and 267 downregulated genes in *Xap5l* KO sperm (Figure 4—figure supplement 1A). 

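The cilia-related genes of Supplementary file 1 were tested as one set, and 566 of them passed the filter on low counts in sperm. Their median log2 fold change in Xap5l KO sperm was 0.36, with quartiles of -0.23 and 0.85, and it lay 0.45 above the median of all tested genes. In total, 367 of the 566 genes had a positive and 199 a negative log2 fold change. In limma's camera test with a preset correlation between genes of 0.01, the set lay above the other genes (p = 2.98e-06, and 5.96e-06 after Benjamini-Hochberg adjustment over the sets of both comparisons). The rise held in limma's fry test (p = 0.00657) but not in camera with the correlation estimated from the libraries (p = 0.0745). The DAVID annotation behind the gene ontology analysis was not used here.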

Gene ontology analysis revealed that the upregulated genes were associated with cilia assembly or function (Figure 4A, Figure 4—figure supplement 1B, C). When crossed with the previously compiled ciliogenesis-related gene list (Nemajerova et al., 2016), the upregulated genes were observed encompassing diverse structural and functional components of the ciliogenic program (Supplementary file 1 and Figure 4—figure supplement 1D). 

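Of the 566 cilia-related genes tested, 91 were upregulated and none was downregulated. At an unadjusted p-value under 0.05 and the same fold change, 100 were upregulated and 2 downregulated. With p-values adjusted over the list alone, 97 genes were upregulated and 1 was downregulated. The upregulated share was 16.1% in the list and 7.35% among the other tested genes (odds ratio 2.41, two-sided Fisher's exact test, p = 8.24e-12, and 1.65e-11 after Benjamini-Hochberg adjustment over the 4 tests of this list). The test treats genes as independent, which genes that are regulated together are not. The number of upregulated cilia-related genes was 0 without WT replicate 2, without WT replicate 3 or without Xap5l KO replicate 2, and 25 without Xap5l KO replicate 1. It was 0 at an adjusted p-value under 0.01.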

Notably, several key transcription factor regulators of ciliogenesis were among the upregulated genes, including Foxj1 and Rfx families (Figure 4B, C, Figure 4—figure supplement 1E). Moreover, several key regulators of spermatogenesis, particularly spermiogenesis, were identified, including Rfx2 (Kistler et al., 2015; Wu et al., 2016), Sox families (Schartl et al., 2018; Zhang et al., 2018), Taf7l (Zhou et al., 2013), and Tbpl1 (Martianov et al., 2001; Figure 4B, Figure 4—figure supplement 1E). 

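Foxj1 (chromosome 11 of GRCm38, 116330704 to 116335399) had 8.79 ± 2.49 CPM in WT sperm and 37.9 ± 18.9 in Xap5l KO sperm (mean ± SD of 3 libraries), a log2 fold change of 2.11 with a standard error of 0.409. Its adjusted p-value was 0.0177 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every Xap5l KO library lay above every WT library. Of the 8 Rfx genes tested, 2 were upregulated and none was downregulated, also at an unadjusted p-value. Rfx1 (chromosome 8, 84066834 to 84096992) rose from 31.8 ± 4.45 to 73.7 ± 23.4 CPM, a log2 fold change of 1.21 (adjusted p = 0.0255 from the same edgeR test). It shares exonic bases with C330011M18Rik on the other strand. Rfx4 (chromosome 10, 84756062 to 84906538) rose from 12.2 ± 2.89 to 30 ± 13.7 CPM, a log2 fold change of 1.29 (adjusted p = 0.0444), with overlap between single libraries of the 2 genotypes. Rfx8 rose with a log2 fold change of 0.97 (adjusted p = 0.0315), below the fold change threshold, and Rfx3 with 0.92 (adjusted p = 0.0527). Rfx5, Rfx6 and Rfx7 had log2 fold changes of -0.64, 0.51 and -0.28, none of which passed the test (adjusted p = 0.252, 0.403 and 0.414). The calls of Foxj1, Rfx1 and Rfx4 were lost when WT replicate 2, WT replicate 3, Xap5l KO replicate 1 or Xap5l KO replicate 2 was left out, and that of Rfx4 also without WT replicate 1. The calls of Rfx1 and Rfx4 were also lost with a replicate block (adjusted p = 0.0556 and 0.0589 from the same edgeR test). Over these fits the log2 fold change of Foxj1 stayed between 1.86 and 2.55, with an adjusted p-value of up to 0.09. That of Rfx1 stayed between 1.04 and 1.53 and that of Rfx4 between 0.99 and 1.7.

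**Figure D1:**
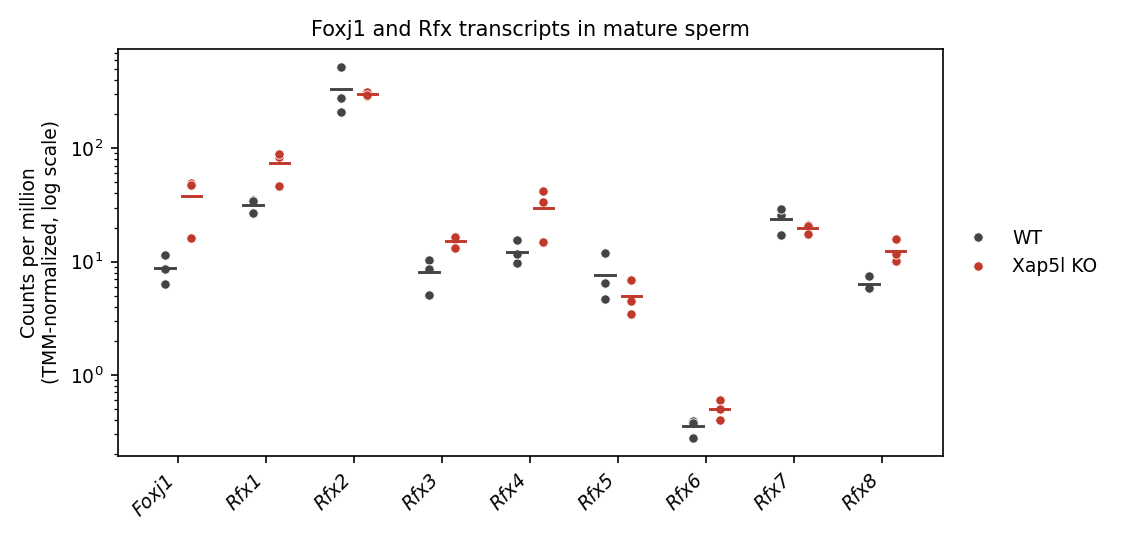
CPM, normalized by TMM and drawn on a log scale, of Foxj1 and the Rfx genes in 3 WT (dark grey) and 3 Xap5l KO (red) sperm libraries, with a point per library and a bar at the mean. Foxj1 averages 8.79 CPM in WT and 37.9 in Xap5l KO sperm, and Rfx2 averages 336 and 300.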

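Rfx2 (chromosome 17 of GRCm38, 56775897 to 56831013) had 336 ± 163 CPM in WT sperm and 300 ± 14.5 in Xap5l KO sperm (mean ± SD of 3 libraries), a log2 fold change of -0.16 with a standard error of 0.332 and an adjusted p-value of 0.753 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its difference between genotypes was smaller than the spread between WT libraries, and the log2 fold change was 0.29 without WT replicate 1. Among the 14 Sox genes tested, 1 was upregulated and 4 rose more than 2-fold at an unadjusted p-value under 0.05. None was downregulated, also at an unadjusted p-value. The upregulated member was Sox5 (chromosome 6, 143828425 to 144781977), with a log2 fold change of 1.41 (adjusted p = 0.0182). Sox5 shares exonic bases with Sox5os1 on the other strand. Sox30 (chromosome 11, 45980310 to 46017994) had 33.7 ± 6.43 CPM in WT and 73 ± 42.8 CPM in Xap5l KO sperm and did not pass the test (adjusted p = 0.105). Xap5l KO replicate 3 lay near the WT libraries, with 1542 counts against 3879 and 4535 in the other 2 Xap5l KO libraries. Without this library its log2 fold change was 1.59 (adjusted p = 0.00288), and with DESeq2 and all libraries it was 1.15 (adjusted p = 0.0237). Taf7l (chromosome X, 134460118 to 134476490) rose from 2.51 ± 0.156 to 7.17 ± 1.66 CPM, a log2 fold change of 1.51 (adjusted p = 0.0139). Tbpl1 (chromosome 10, 22703879 to 22731938), which shares exonic bases with Slc2a12 on the other strand, had a log2 fold change of 0.83 (adjusted p = 0.051), and 1.03 without Xap5l KO replicate 3 (adjusted p = 0.0196). The calls of Sox5 and Taf7l were lost without WT replicate 2, WT replicate 3 or Xap5l KO replicate 2, with adjusted p-values of up to 0.0968 and 0.0862, and that of Sox5 also without Xap5l KO replicate 1.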

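The ciliary genes Cfap206 and Ift81 were both higher in every Xap5l KO library than in every WT library. Cfap206 (chromosome 4 of GRCm38, 34688559 to 34730206) rose from 75.1 ± 14.2 to 218 ± 80.5 CPM (mean ± SD of 3 libraries), a log2 fold change of 1.53 with a standard error of 0.318 (adjusted p = 0.0199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ift81 (chromosome 5, 122550204 to 122614518) rose from 16 ± 3.85 to 31.8 ± 2.76 CPM, a log2 fold change of 0.99 with a standard error of 0.227 (adjusted p = 0.0269 from the same test), just below the fold change threshold of 2. With DESeq2 its log2 fold change was 1.02 (adjusted p = 0.00189). The call of Cfap206 was lost when any library but WT replicate 1 or Xap5l KO replicate 3 was left out, with log2 fold changes between 1.35 and 1.89 over the 6 fits. Ift81 passed both thresholds without WT replicate 1 (log2 fold change 1.15) and without Xap5l KO replicate 3 (log2 fold change 1.13). It did not pass the edgeR test without WT replicate 2 or 3 (adjusted p = 0.111 and 0.128). The same held without Xap5l KO replicate 1 or 2 (adjusted p = 0.0791 and 0.093 from that test).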

Many core ciliary genes were also upregulated, such as *Cfap206* (Beckers et al., 2020) and *Ift81* (Qu et al., 2020) which are critical for male fertility (Figure 4—figure supplement 1E), consistent with the tight coregulation between spermiogenesis and cilia-related genes during spermatogenesis. These findings suggest that the genes identified in our study provide an excellent resource for candidates with novel ciliary or spermatogenesis-related functions, and the newly identified testes-specific protein Tulp2 (Oyama et al., 2022; Zheng et al., 2021) was selected for validation. 

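Tulp2 (chromosome 7 of GRCm38, 45481877 to 45523632) had 3638, 3154 and 2947 counts in the WT sperm libraries and 7584, 10720 and 9179 in the Xap5l KO libraries. This corresponded to 83 ± 24.4 and 189 ± 29.8 CPM (mean ± SD of 3 libraries). The log2 fold change was 1.19 with a standard error of 0.266 (adjusted p = 0.0248 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 1.02 and 1.44 when each library was left out in turn. The call was lost without WT replicate 2, WT replicate 3, Xap5l KO replicate 1 or Xap5l KO replicate 2, with adjusted p-values of up to 0.129. Tulp2 shares exonic bases with Gm45808, Dhdh and Ppp1r15a on the other strand, and whether the counting used strand is not stated.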

We observed that *Tulp2* KO male mice were sterile due to malformation of sperm flagella (Figure 4—figure supplement 2). Overall, our results clearly indicate that Xap5l acts as a central transcriptional repressor of ciliogenesis during mouse spermatogenesis.

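In the sperm libraries the loss of Xap5l went with more genes called upregulated than downregulated, with a higher upregulated share in the cilia-related list than outside it, and with higher Foxj1, Rfx1 and Rfx4 counts. No other Rfx gene was called, and Rfx2, Rfx5 and Rfx7 had log2 fold changes of -0.16, -0.64 and -0.28. The calls of Foxj1, Rfx1, Rfx4 and the cilia-related genes depended on single libraries, and those of Rfx1 and Rfx4 were also lost with a replicate block. Of 15 marker genes for round spermatids, 13 were upregulated too, and these calls rest on the same libraries. RNA of earlier germ cells in the Xap5l KO samples may therefore contribute to the higher counts. The paper reports upregulated ciliogenesis and spermiogenesis genes in Xap5l KO sperm and sterile Tulp2 KO males. It also shows real-time PCR of such genes and a western blot of Foxj1 and Rfx2 in sperm. From its results it concludes that Xap5l is a central transcriptional repressor of ciliogenesis.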

**Figure 4.**
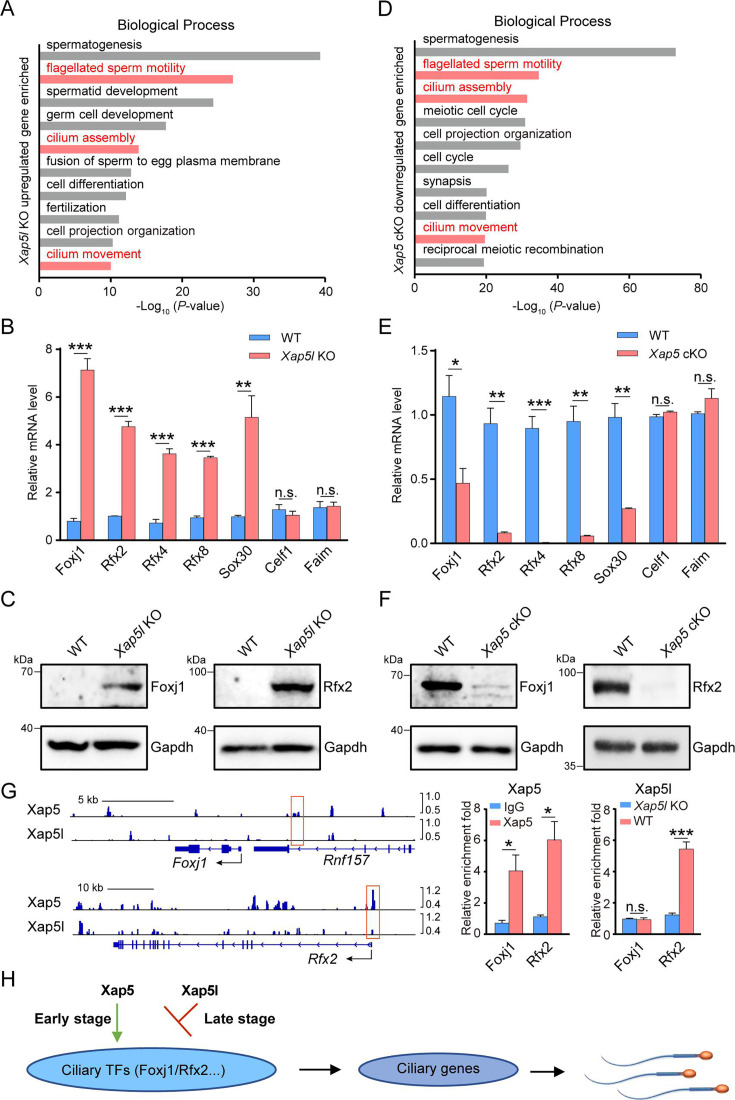
Aberrant ciliogenic and spermatogenic gene expression in *Xap5l* KO and *Xap5* cKO male germ cells. (**A**) Gene ontology analysis showing top 10 biological process terms significantly enriched among upregulated genes in *Xap5l* KO sperm. (**B**) Real-time PCR validation of genes involved in ciliogenesis and spermatogenesis. *n* = 3, **p < 0.01, ***p < 0.001, n.s. stands for not significant. (**C**) Detection of Foxj1 and Rfx2 in mature sperm of WT and *Xap5l* KO mice by western blot analysis. Gapdh was used as a control. (**D**) Gene ontology analysis showing top 10 biological process terms significantly enriched among downregulated genes in P16 *Xap5* cKO testes. (**E**) Real-time PCR validation of genes involved in ciliogenesis and spermatogenesis. *n* = 3, *p < 0.05, **p < 0.01, ***p < 0.001, n.s. stands for not significant. (**F**) Detection of Foxj1 and Rfx2 in P16 testes of WT and *Xap5* cKO mice by western blot analysis. Gapdh was used as a control. (**G**) Xap5/Xap5l occupancies at *Foxj1* and *Rfx2* promoters assessed by CUT&Tag-seq (left) and CUT&Tag real-time PCR (middle and right). Red boxes indicate the binding regions of Xap5 and Xap5l. *n* = 3, *p < 0.05, ***p < 0.001, n.s. stands for not significant. (**H**) A model on the involvement of Xap5 and Xap5l in the regulation of ciliogenesis during spermatogenesis. Error bars depict means ± SEM. All p-values were calculated using an unpaired, two-tailed Student’s *t*-test. Figure 4—source data 1.Original files for western blot analysis displayed in Figure 4C and F. Figure 4—source data 2.File containing the original western blots for Figure 4C and F, indicating the relevant bands and corresponding samples.

**Figure 4—figure supplement 1.**
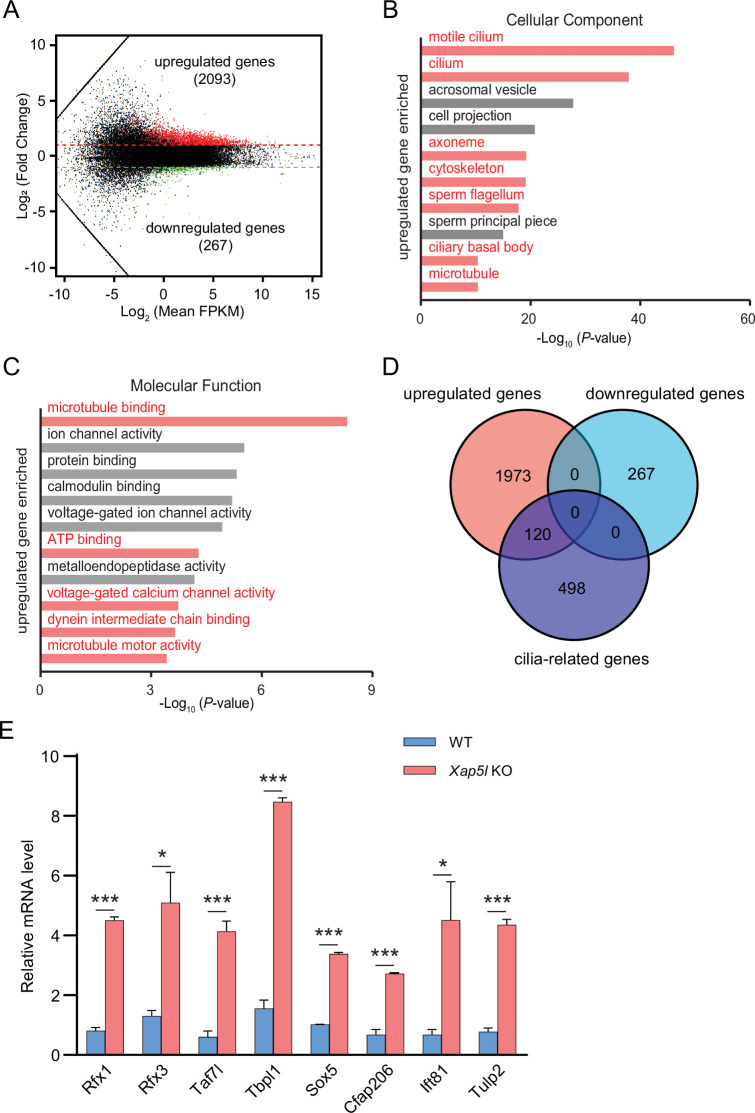
Xap5l-mediated regulation of ciliary gene expression during mouse spermatogenesis. (**A**) MA plot showing the numbers of differentially expressed genes in *Xap5l* KO sperm. Gene ontology analysis showing top 10 cellular component (**B**) and molecular function (**C**) terms significantly enriched among upregulated genes in *Xap5l* KO sperm. (**D**) Venn diagram representing total genes upregulated/downregulated by at least twofold in *Xap5l* KO sperm and published cilia-related genes (Nemajerova et al., 2016). (**E**) Real-time PCR validation of genes involved in ciliogenesis and spermatogenesis. *n* = 3, *p < 0.05, ***p < 0.001. Error bars depict means ± SEM. All p-values were calculated using an unpaired, two-tailed Student’s *t*-test.

**Figure 4—figure supplement 2.**
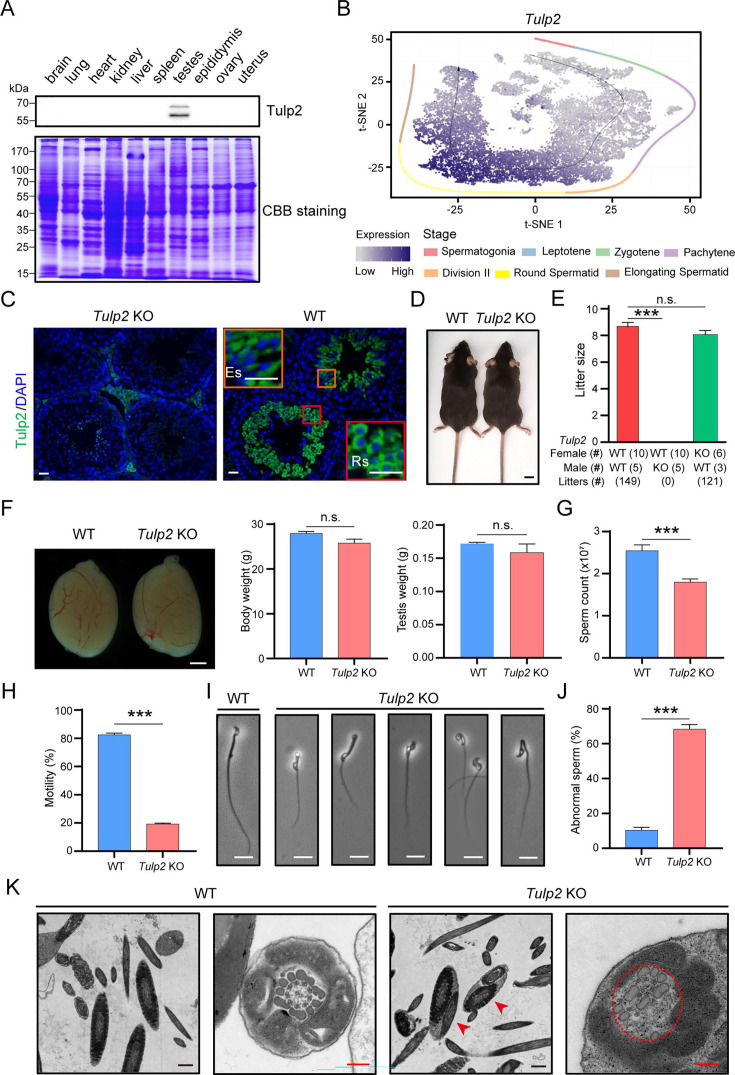
*Tulp2* KO male mice were infertile due to malformation of sperm. (**A**) Detection of Tulp2 protein in different tissues of adult mice by western blot analysis. (**B**) t-SNE plot displaying *Tulp2* gene expression pattern during spermatogenesis visualized using published single-cell data (Jung et al., 2019). Black arrow represents the developmental pseudotime corresponding to the developmental ordering of each cell progressing through spermatogenesis. Dot color intensity represents the expression level. Cells from different stages are color-coded. (**C**) Immunofluorescence staining showing Tulp2 expression in the cytoplasm of round spermatids (Rs) and elongating spermatids (Es). Scale bars: 5 μm. (**D**) Similar development of adult WT and *Tulp2* KO mice. Scale bar: 1 cm. (**E**) Average litter size of pups obtained by fertility test. Each male was caged with two females for 2 months. ***p < 0.001, n.s. stands for not significant. (**F**) Similar gross testes morphology, body weight, and testis weight between WT and *Tulp2* KO mice. Scale bar: 1 mm. *n* = 4, n.s. stands for not significant. (**G**) Significantly reduced caudal epididymal sperm counts in *Tulp2* KO mice compared with WT males. *n* = 7, ***p < 0.001. (**H**) Significantly reduced sperm total motility of *Tulp2* KO mice. *n* = 3, ***p < 0.001. Significantly increased abnormal sperm in *Tulp2* KO mice (**I, J**). Scale bars: 10 μm. *n* = 3, ***p < 0.001. (**K**) Electron microscopic analysis displaying ultrastructural defects in *Tulp2* KO sperm flagella, including two cross-sections of the same sperm flagellum enclosed within one cell membrane (as shown by red arrowheads), disorganized outer dense fibers and the axonemal microtubules (as shown by red dotted circle). Scale bars: 8 μm (black), 2 μm (red). Error bars depict means ± SEM. All p-values were calculated using an unpaired, two-tailed Student’s *t*-test. Figure 4—figure supplement 2—source data 1.Original files for western blot analysis displayed in Figure 4—figure supplement 2A. Figure 4—figure supplement 2—source data 2.File containing the original SDS-PAGE gel and western blot images for Figure 4—figure supplement 2A, indicating the relevant bands and corresponding samples.

**Figure 4—figure supplement 3.**
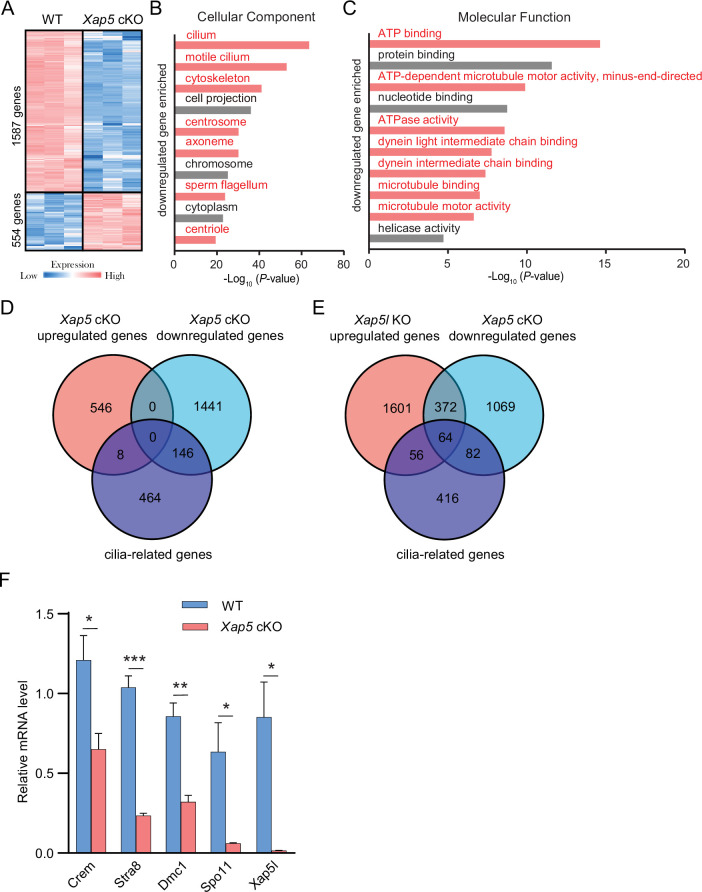
Xap5-mediated regulation of ciliary gene expression during mouse spermatogenesis. (**A**) Heat map showing variably expressed genes in P16 *Xap5* cKO testes. Number of related genes was indicated. Gene ontology analysis showing top 10 cellular component (**B**) and molecular function (**C**) terms significantly enriched among downregulated genes in *Xap5* cKO testes. (**D**) Venn diagram representing total genes upregulated/downregulated in *Xap5* cKO testes and published cilia-related genes (Nemajerova et al., 2016). (**E**) Venn diagram representing total genes downregulated in *Xap5* cKO testes, upregulated in *Xap5l* KO sperm by at least twofold and published cilia-related genes (Nemajerova et al., 2016). (**F**) Real-time PCR validation of genes involved in ciliogenesis and spermatogenesis. *n* = 3, *p < 0.05, **p < 0.01, ***p < 0.001. Error bars depict means ± SEM. All p-values were calculated using an unpaired, two-tailed Student’s *t*-test.

**Figure 4—figure supplement 4.**
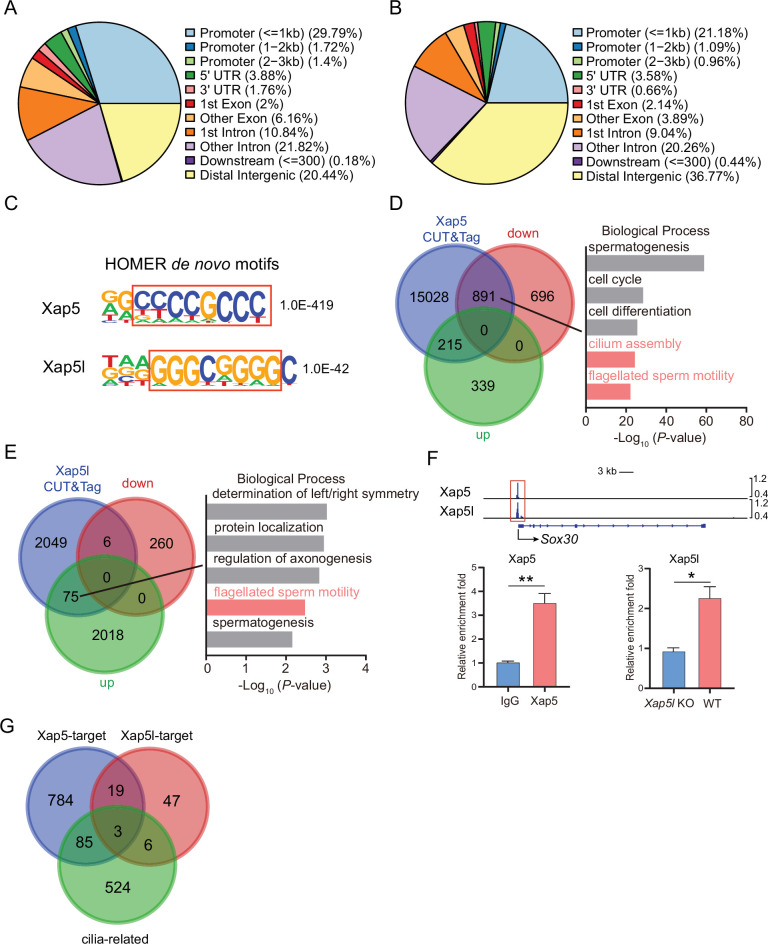
Identification of Xap5/Xap5l-occupancy sites. Location of Xap5 (**A**)- and Xap5l (**B**)-occupancy peaks relative to the nearest annotated gene. (**C**) DNA sequence identified by Homer de novo motif analysis from Xap5/Xap5l peaks. The p-value of the motif comparison is indicated. Overlapped sequences are shown in red boxes. (**D**) Left, overlapping genes identified by Xap5 CUT&Tag and RNA-seq analyses. Right, representative biological processes enriched among the overlapping genes that are downregulated in *Xap5* cKO germ cells and bound by Xap5 (as identified by CUT&Tag). (**E**) Left, overlapping genes identified by Xap5l CUT&Tag and RNA-seq analyses. Right, representative biological processes enriched among the overlapping genes that are upregulated in *Xap5* KO sperm and bound by Xap5l (as identified by CUT&Tag). (**F**) Xap5/Xap5l occupancies at *Sox30* promoter assessed by CUT&Tag-seq (top) and CUT&Tag real-time PCR (bottom). Red boxes indicate the binding regions of Xap5/Xap5l. *n* = 3, *p < 0.05, **p < 0.01. (**G**) Overlapping genes among Xap5/Xap5l target genes (the 891 genes in **D** and the 75 genes in **E**) and published cilia-related genes (Nemajerova et al., 2016). Error bars depict means ± SEM. All p-values were calculated using an unpaired, two-tailed Student’s *t*-test.

**Figure 4—figure supplement 5.**
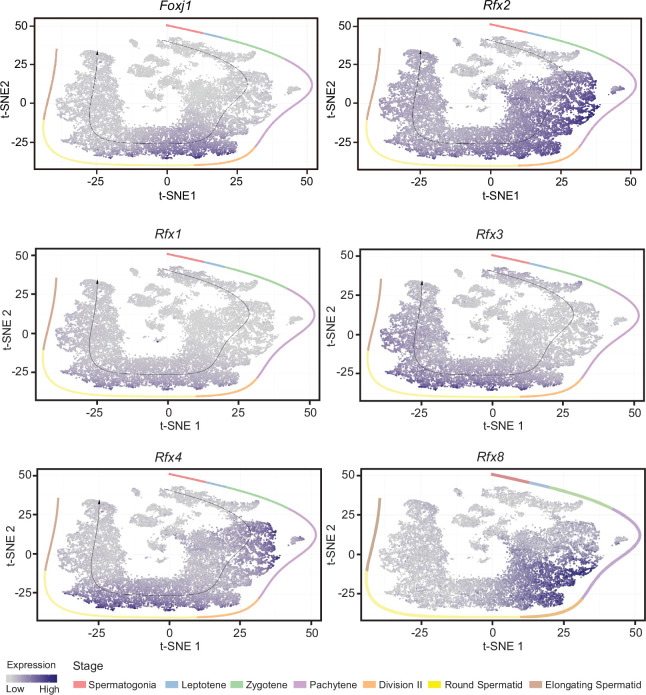
t-SNE plots displaying expression patterns of *Foxj1* and *Rfx* families in individual cell types of mouse testes. The black arrow represents the developmental pseudotime corresponding to the developmental ordering of each cell progressing through spermatogenesis. Dot color intensity represents the relative expression level. Cells from different stages are color-coded. The gene expression was visualized using the published single-cell data (Jung et al., 2019).

Furthermore, we performed RNA-seq analysis using P16 testes samples from WT and *Xap5* cKO mice to explore the underlying mechanism of Xap5-mediated germ cell loss. 

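Testes of P16 mice were used. Poly(A) RNA was sequenced from 3 WT and 3 Xap5 cKO libraries in the way described for sperm. The deposited table again holds whole-number counts per gene. The WT libraries held 34063501, 36759054 and 35406808 counts and the Xap5 cKO libraries 32251198, 33754554 and 32995710. The table has 23502 entries, against 51826 for sperm, and 22017 of them matched a protein-coding gene of the GENCODE annotation and none a mitochondrial gene. Among them, 1608 entries carry the name of another entry with a number added, and they were kept apart. The 2 tables were not normalized together, and 16821 genes of the testis table were tested on their own with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the same thresholds. Xap5 (Fam50a, chromosome X of GRCm38, 74313033 to 74320149) had 819, 811 and 988 counts in WT testes and 673, 616 and 651 in Xap5 cKO testes, a log2 fold change of -0.33 (standard error 0.126, adjusted p = 0.0495 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Transcripts of somatic cells are included in testis RNA, and counts over the whole gene do not separate a deleted part of it. Xap5l (Fam50b) had 532, 539 and 197 counts in WT and 6, 0 and 7 in Xap5 cKO testes, a log2 fold change of -6.48 (adjusted p = 8.09e-05 from the same test). The paper places Xap5l mRNA in germ cells from pachytene spermatocytes on, and it found no pachytene spermatocytes in P16 Xap5 cKO testes. A lack of these cells could account for the fall of Xap5l. WT replicate 3 was closer to the Xap5 cKO libraries than the other 2 WT libraries. Its log2 CPM correlated with theirs at between 0.928 and 0.933 across genes, against between 0.897 and 0.903 for WT replicates 1 and 2.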

Differential expression analysis identified 554 upregulated and 1587 downregulated genes in *Xap5* cKO sperm (Figure 4—figure supplement 3A). 

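In P16 testes, the tissue given in the labels, 698 genes were upregulated and 1837 were downregulated in Xap5 cKO mice. In 2501 of these 2535 genes the Xap5 cKO libraries did not overlap the WT libraries, and this was so for 62.3% of all tested genes, against the 10% that chance gives. The fold change threshold moved the counts most. Without it, 4202 genes were higher and 4734 lower at an adjusted p-value under 0.05. DESeq2 called 733 genes upregulated and 1867 downregulated, with 2455 calls shared with edgeR. With each library left out in turn, between 559 and 884 genes were upregulated and between 1687 and 1955 were downregulated. Entries with an added number made up 126 of the calls. In 102 called genes, all libraries of one genotype had 3 or fewer counts. The largest falls were those of A26c3, Adam3 and Odf4, with 0 counts in each Xap5 cKO library and at least 418-fold, 346-fold and 281-fold lower levels than in WT. The largest rises were those of Gm5934, 1700080O16Rik and Gm9, with log2 fold changes of 7.85, 3.89 and 2.82, and all 3 genes lie on chromosome X. Gm5934 had 5, 0 and 0 counts in the WT libraries.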

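Of the cilia-related genes of Supplementary file 1, 547 were tested in P16 testes. In Xap5 cKO testes 159 of them were downregulated and 11 upregulated, and the counts with p-values adjusted over the list alone were also 159 and 11. The downregulated share was 29.1% in the list and 10.3% among the other tested genes (odds ratio 3.56, two-sided Fisher's exact test, p = 1.4e-32, and 5.6e-32 after Benjamini-Hochberg adjustment). As in sperm, the test treats genes as independent. Marker genes had median log2 fold changes of -1.29 for leptotene and zygotene and -2.37 for pachytene spermatocytes. A lower share of germ cells may therefore contribute to the falls in the list. The upregulated share was 2.01% in the list and 4.22% outside it (odds ratio 0.466, two-sided Fisher's exact test, p = 0.00846, unchanged by the adjustment). The number of upregulated genes was 7 without WT replicate 2 or without Xap5 cKO replicate 2. The median log2 fold change of the list was -0.4, with quartiles of -1.27 and 0.12, and 375 genes had a negative and 172 a positive value. Camera placed the set below the other genes (p = 1.77e-05, also after adjustment), as did fry (p = 0.00309), while camera with an estimated correlation did not (p = 0.183).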

We observed that the downregulated genes in *Xap5* cKO males were involved in cilium assembly or functions (Figure 4D, Figure 4—figure supplement 3B–D). Strikingly, many of these downregulated genes were upregulated in *Xap5l* KO sperm, including the key ciliogenesis regulators Foxj1 and Rfx families (Figure 4E, F, Figure 4—figure supplement 3E, and Supplementary file 1). In addition, meiosis initiation marker Stra8 (Anderson et al., 2008; Ferder et al., 2019), meiosis-specific genes Spo11 (Romanienko and Camerini-Otero, 2000) and Dmc1 (Bishop et al., 1992), key transcription regulators of spermiogenesis Rfx2 (Kistler et al., 2015; Wu et al., 2016), Sox30 (Zhang et al., 2018), and Crem (Blendy et al., 1996; Nantel et al., 1996) were also downregulated in *Xap5* cKO mice (Figure 4E, Figure 4—figure supplement 3F), consistent with the aforementioned result that loss of Xap5 induced spermatogenesis arrest in meiotic stage.

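Among 14336 genes tested in both comparisons, 1572 were downregulated in Xap5 cKO testes and 795 were upregulated in Xap5l KO sperm. The 2 groups shared 390 genes, against 87.2 that independence would give (odds ratio 10.1, two-sided Fisher's exact test over genes, p = 8.41e-174), and 60 of the shared genes were cilia-related. The 2 comparisons have no libraries in common. The test treats genes as independent, and the shared genes could be germ cell genes in general. The shared genes made up 49.1% of those upregulated in Xap5l KO sperm and 24.8% of those downregulated in Xap5 cKO testes. Their number followed the sperm calls and was 0 without WT sperm replicate 2, WT sperm replicate 3 or Xap5l KO sperm replicate 2, and 100 without Xap5l KO sperm replicate 1. In Xap5 cKO testes Foxj1 had 84, 70 and 98 counts in WT and 44, 16 and 43 in Xap5 cKO libraries, a log2 fold change of -1.18 with a standard error of 0.441 (adjusted p = 0.0474 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost with each library left out in turn, with log2 fold changes between -1.41 and -0.82 and adjusted p-values of up to 0.109, and with DESeq2 (adjusted p = 0.0522). Of the 7 Rfx genes tested in testes, 3 were downregulated and none was upregulated, also at an unadjusted p-value. Rfx4 fell from 23.5 ± 7.94 to 0.171 ± 0.044 CPM (mean ± SD of 3 libraries), a log2 fold change of -7.07 (adjusted p = 8.8e-06 from the same edgeR test). Rfx8 had a log2 fold change of -4.79 (adjusted p = 2.69e-05). Rfx5 fell with a log2 fold change of -0.71 (adjusted p = 0.00013), below the fold change threshold, and Rfx5 shares exonic bases with B230398E01Rik on the other strand. Rfx1, Rfx3 and Rfx7 had log2 fold changes of -0.08, -0.17 and -0.16 and did not pass the test (adjusted p = 0.463, 0.343 and 0.0639). Rfx4 was thus called in opposite directions in the 2 comparisons, and Rfx1 was called in sperm alone. Cfap206 and Ift81 fell with log2 fold changes of -6.36 and -1.05, and the latter was -0.99 without WT testis replicate 2.

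**Figure D2:**
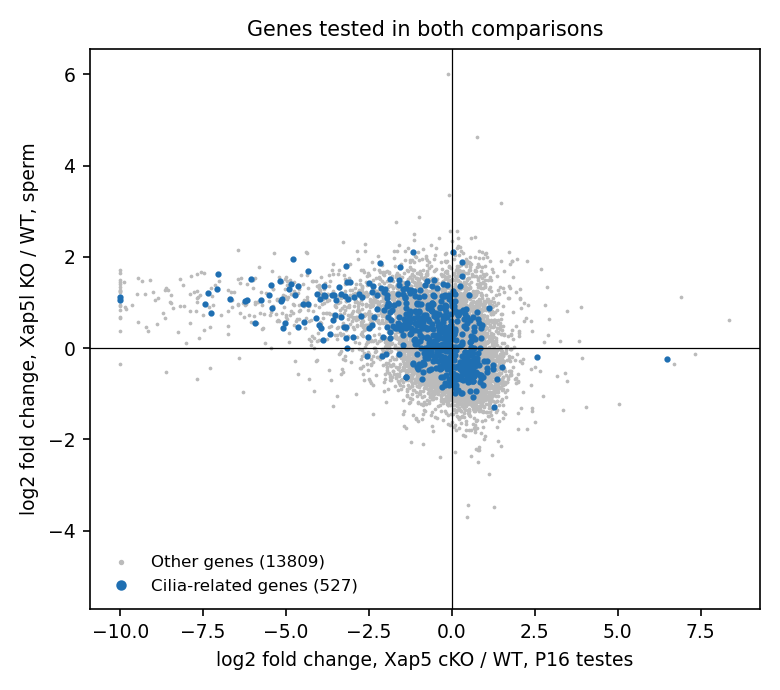
Each point is 1 of the 14336 genes tested in both comparisons, placed by its log2 fold change in Xap5 cKO against WT P16 testes (horizontal) and in Xap5l KO against WT sperm (vertical), with the 527 cilia-related genes in blue. The 24 genes beyond a log2 fold change of 10 in testes or 6 in sperm are drawn at the edge.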

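Stra8 (chromosome 6 of GRCm38, 34920163 to 34939344) fell from 120 ± 5.95 CPM in WT testes to 31.4 ± 2.43 in Xap5 cKO testes (mean ± SD of 3 libraries), a log2 fold change of -1.93 with a standard error of 0.0848 (adjusted p = 6.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Spo11 (chromosome 2, 172977700 to 172993576) fell from 47.9 ± 6.81 to 7.16 ± 1.59 CPM, a log2 fold change of -2.74 (adjusted p = 1.27e-05). Dmc1 (chromosome 15, 79561497 to 79605109) had a log2 fold change of -1.44 (adjusted p = 2.18e-05). Among the spermiogenesis regulators, Rfx2 fell most, from 103 ± 27.6 to 17.7 ± 3.24 CPM, a log2 fold change of -2.55 (adjusted p = 2.72e-05). Sox30 and Crem (chromosome 18, 3266048 to 3337748) had log2 fold changes of -1.4 and -1.2 (adjusted p = 0.000339 and 0.000377 from the same edgeR test). Crem shares exonic bases with Gm6225 on the other strand. All 6 genes were lower in every Xap5 cKO library than in every WT library, and each kept its call when any 1 library was left out. Among the 16 Sox genes tested, 2 were downregulated and 2 upregulated. The paper proposes that the downregulation of these genes fits the arrest of spermatogenesis in the meiotic stage that it found on loss of Xap5.

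**Figure D3:**
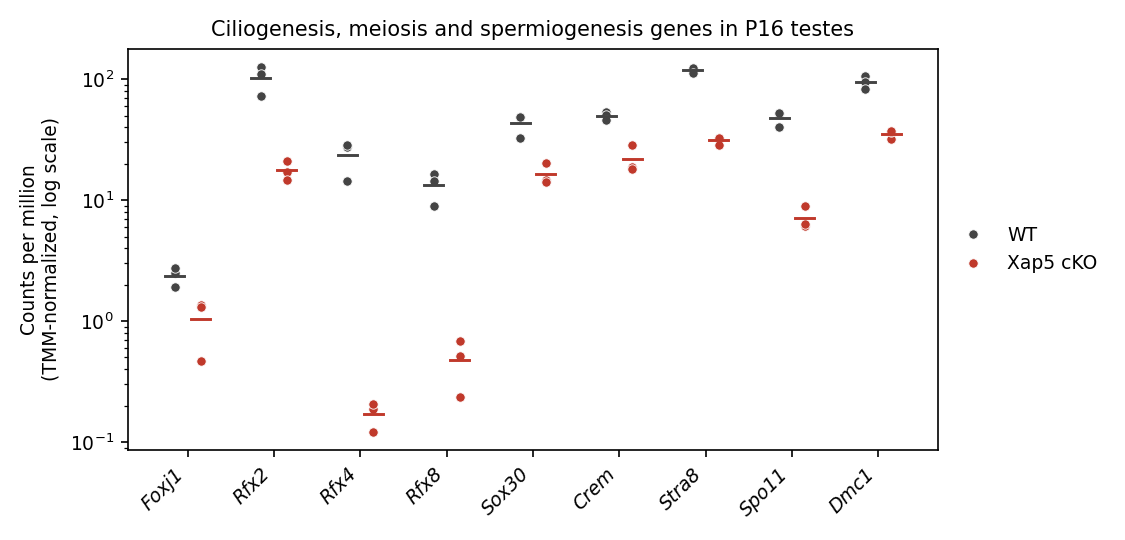
CPM, normalized by TMM and drawn on a log scale, of 9 genes in 3 WT (dark grey) and 3 Xap5 cKO (red) P16 testis libraries, with a point per library and a bar at the mean. Stra8 averages 120 CPM in WT and 31.4 in Xap5 cKO testes, and Foxj1 averages 2.38 and 1.05.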

To identify direct targets of Xap5/Xap5l, we conducted CUT&Tag analyses on P16 mouse testicular germ cells for Xap5, and on P56 mouse testicular germ cells for Xap5l. Our results revealed 23,143 peaks enriched for Xap5, compared to only 2290 peaks enriched for Xap5l (Supplementary file 1), and the limited number of enriched peaks for Xap5l suggests that the antibody used for Xap5l in the CUT&Tag experiment might have suboptimal performance. A substantial proportion of these peaks were located within promoter regions (Figure 4—figure supplement 4A, B), indicating that Xap5/Xap5l primarily function to regulate the expression of protein-coding genes. De novo motif analyses showed that the binding motifs for Xap5 and Xap5l shared a conserved sequence (CCCCGCCC/GGGCGGGG) (Figure 4—figure supplement 4C), suggesting that Xap5 may regulate a subset of the same downstream genes as Xap5l.

To further elucidate the target genes of Xap5 and Xap5l, we integrated our CUT&Tag data with RNA-seq datasets (Supplementary file 1). This analysis revealed that among the genes downregulated in *Xap5* cKO germ cells, 891 were bound by Xap5 (Figure 4—figure supplement 4D). Similarly, 75 genes upregulated in *Xap5l* KO sperm were occupied by Xap5l (Figure 4—figure supplement 4E). GO analysis indicated that these genes are associated with cilium assembly and related functions (Figure 4—figure supplement 4D–G). Notably, both *Foxj1* and *Rfx2* are regulated and occupied by Xap5, with the conserved sequence present within the Xap5-bound regions (Figure 4G). Furthermore, real-time PCR validation of the CUT&Tag experiments confirmed that *Rfx2* is also occupied by Xap5l, despite the initial CUT&Tag data not showing enriched peaks for the Rfx2 gene (Figure 4G). Unfortunately, due to the suboptimal performance of the Xap5l antibody, we did not detect the occupancy of Xap5l on the Foxj1 promoter. Nevertheless, these findings suggest that Xap5 and Xap5l regulate ciliary gene expression primarily through direct binding to the conserved motif present in these genes.

Considering the evolutionary conservation of Xap5/Xap5l protein across different species and the expression patterns of Xap5, Xap5l, Foxj1, and Rfx factors during spermatogenesis (Figure 1C, Figure 4—figure supplement 5), these results suggest that Xap5 and Xap5l have antagonistic effects, and they may function upstream of the transcription factor families, including Foxj1 and Rfx factors, to coordinate the ciliogenesis during spermatogenesis (Figure 4H).

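Over the 14336 genes tested in both comparisons, the log2 fold changes in Xap5l KO sperm and in Xap5 cKO testes had a Spearman correlation across genes of -0.354. Genes are not independent replicates, and no p-value is given for it. The correlation was -0.575 over 527 cilia-related genes and -0.338 over the other genes. It moved most with no filter on low counts, to -0.261. Among called genes, 30 were downregulated in Xap5l KO sperm and upregulated in Xap5 cKO testes, 12 were upregulated in both and 7 were downregulated in both. The comparisons differ in tissue and age as well as in genotype, P56 sperm in one and P16 testes in the other. From its results, together with the conservation of both proteins across species and the expression of Xap5, Xap5l, Foxj1 and Rfx factors over spermatogenesis, the paper proposes that Xap5 and Xap5l have antagonistic effects and may act upstream of Foxj1 and Rfx factors.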

## Discussion

Cilia and flagella are ancient organelles present in the last eukaryotic common ancestor (Mitchell, 2017). Cilia assembly and maintenance are under strict transcriptional regulation in both unicellular and multicellular organisms (Choksi et al., 2014; Collins et al., 2021; Lewis and Stracker, 2021; Thomas et al., 2010). Despite cilia and flagella having an ancient origin, the evolutionary history of ciliary gene regulation has remained an unsolved problem. The main reason is that the master ciliary transcription factors found in multicellular organisms, including Foxj1 and Rfxs, are absent from unicellular organisms (Choksi et al., 2014; Collins et al., 2021; Lewis and Stracker, 2021; Thomas et al., 2010). Previously, we showed that an ancient transcription factor, Xap5, was required for flagella assembly in the unicellular green algae *Chlamydomonas* (Li et al., 2018). Xap5 proteins are evolutionarily conserved across diverse organisms (Li et al., 2018; Martin-Tryon and Harmer, 2008), which offers the possibility to investigate the conservation of the role of Xap5 in multicellular organisms. In the present study, we report that Xap5 positively regulates transcriptional network of ciliary genes by activating the key regulators including Foxj1 and Rfxs during spermatogenesis.

Cilia are dynamic organelles, and the expression profile of ciliary genes is dynamic during the cell cycle and under certain physiological conditions (Eggenschwiler and Anderson, 2007; Kasahara and Inagaki, 2021; Santos and Reiter, 2008). Cells have developed regulatory mechanisms to generate functional cilia in a temporal and spatial manner (Choksi et al., 2014; Collins et al., 2021; Lewis and Stracker, 2021; Thomas et al., 2010). However, how ciliary transcription factors determine temporal and spatial ciliary transcriptional programs is poorly understood. Sperm flagellar assembly is likewise tightly regulated during a highly complex temporal process named spermatogenesis (Holstein et al., 2003; Thomas et al., 2010). Several key transcriptional regulators of spermatogenesis, such as Foxj1 and Rfx2, have been identified (Chen et al., 1998; Kistler et al., 2015; Wu et al., 2016). The flagellar formation of Foxj1-null sperm is severely impaired, and the Foxj1 target genes are required for sperm motility (Beckers et al., 2020; Chen et al., 1998; Weidemann et al., 2016). *Rfx2* KO mice are completely sterile and Rfx2 regulates the expression of ciliary genes during spermiogenesis (Kistler et al., 2015; Wu et al., 2016). Ciliary transcription factors (Foxj1 and Rfx2) are dynamically regulated during spermatogenesis (Jung et al., 2019). Intriguingly, our results show that Xap5 and Xap5l are two conserved pairs of antagonistic transcription factors that regulate these key transcriptional regulators required for spermatogenesis.

By using western blot analysis, we found that Xap5 was ubiquitously expressed in all tissues examined, whereas Xap5l expression was restricted to the testes (Figure 1A). Interestingly, previous research found that Xap5l was widely expressed in normal tissue via using TCGA expression data (Thompson et al., 2021). Moreover, loss of Xap5/Xap5l perturbs transcriptional programs in cancer cells. At present, as shown by the recent data, we cannot rule out the possibility that Xap5l is dynamically expressed in other tissues during development. Although Xap5 and Xap5l are highly expressed in testes and critical for spermatogenesis, they are not present in mature sperm (Figure 1—figure supplement 1). Thus, Xap5/Xap5l are not needed for sperm maintenance. Given the dynamic expression of Xap5/Xap5l during spermatogenesis, it will be interesting to identify the key signaling factors that regulate the timely and spatial expression of Xap5 and Xap5l.

A role for Xap5 in human brain development is suggested by the association of X-linked intellectual disability (XLID) with rare *Xap5* missense variants (Lee et al., 2020). However, how defects in Xap5 lead to XLID syndrome is unknown. Although there is as yet no evidence that Xap5 regulates ciliogenesis in any system besides *Chlamydomonas* and mice, the function in cilia could help clarify the unexplained role of *Xap5* mutations in causing XLID. The possibility that Xap5 could be a ciliary transcription factor in humans would add XLID to the growing list of the second-order ciliopathies.

## Materials and methods

### Mice

C57BL/6J strains (from Vital River Laboratories, Beijing, China) and *Stra8-GFPCre* knockin mice (from Cyagen Biosciences) were used. Floxed*-Xap5* mice, *Xap5l* and *Tulp2* knockout mice were generated on the C57BL/6J background using the CRISPR/Cas9 system. The sgRNA sequences used to target *Xap5*, *Xap5l*, and *Tulp2* were as follows: *Xap5l*, sgRNA1-GGC TAC CAG AAA CAG GGA CT, sgRNA2-GGG AGT AAG GTC CCC AAA CT; *Xap5*, sgRNA3-CTA CAG GGC ACT TAT TAA TA, sgRNA4-ATA GTA ATT CCC CCG TGC TT; *Tulp2*, sgRNA5-TGA CTA ATT AGG CCC GAG AG, sgRNA6-GGT TCT TAG AGA GTC AAC GT. Experimental protocols were approved by the ethics committees of Jianghan University (number: JHDXLL2024-039). Mice were maintained in a pathogen-free environment with a room temperature of 23 ± 2°C under a humidity level of 30–70%. The light was maintained on a 12-hr day/night cycle.

### Genome PCR

Mouse genomic DNA was isolated from the tail tip using One Step Mouse Genotyping Kit (Vazyme, PD101), and subjected to PCR with 2 × Taq Plus Master Mix (Vazyme, P212) following the manufacturer’s instructions. The PCR products were separated by 2% agarose gel electrophoresis. The primers used are listed in Supplementary file 2.

### RNA isolation and real-time PCR

Total RNA was isolated using the TRIzol reagent (Invitrogen, 15596018) and then converted to cDNA with HiScript II 1st Strand cDNA Synthesis Kit (Vazyme, R212) following the manufacturer’s instructions. Real-time PCR was conducted using ChamQ SYBR qPCR Master Mix (Vazyme, Q311) on an ABI StepOnePlus real-time PCR system (Applied Biosystems). Expression values were normalized using the ΔΔCt method with *Gapdh* as the internal control. The primer sequences are indicated in Supplementary file 2.

### Western blot analysis

Cell lysates from mouse tissues were prepared in RIPA buffer (Beyotime, P0013B) containing Protease Inhibitor Cocktail (Roche, 11873580001) and 1 mM Phenylmethanesulfonyl fluoride (PMSF, Sigma, 78830). Subcellular lysates of testicular nuclear and cytoplasmic fractions were prepared using Nuclear and Cytoplasmic Protein Extraction Kit (Beyotime, P0027) following the manufacturer’s instructions. The protein lysates were subjected to standard immunoblotting analysis. Antibodies used were as follows: anti-β-actin (ABclonal, AC026), anti-Xap5 (Prospertech, HU-412003), anti-Xap5 (Sigma, HPA003585), anti-Xap5l (Prospertech, Hu-412001), anti-Lmnb (Proteintech, 66095–1-Ig), anti-Gapdh (ABclonal, AC002), anti-Foxj1 (D360355, Sangon Biotech), anti-Rfx2 (K110716P, Solarbio), and anti-Tulp2 (Prospertech, Hu-412002).

### Immunofluorescence

Mouse testis were fixed in 4% paraformaldehyde in PBS at 4°C overnight, dehydrated in gradient ethanol, embedded in paraffin, and sectioned into 5 µm slices. After deparaffinization and rehydration, testis sections were boiled in 1 mM EDTA, pH 8.0 for 15 min using a microwave oven for antigen retrieval, followed by cooling to room temperature. The primary antibodies, including anti-Xap5 (Prospertech, HU-412003, 1:250 dilution), anti-Xap5 (Sigma, HPA003585, 1:250 dilution), anti-Xap5l (Prospertech, Hu-412001, 1:250 dilution), anti-lectin PNA, Alexa Fluor 488 Conjugate (Thermo Fisher, L21409, 1:250 dilution), and anti-Tulp2 (Prospertech, Hu-412002, 1:250 dilution), were then incubated at 4°C overnight. Subsequently, the sections were incubated with the secondary antibody donkey anti-rabbit Alexa Fluor Plus 488 (Invitrogen, A32790, 1:500 dilution) for 1 hr and DAPI for 5 min at room temperature. Images were collected using a Zeiss Axio Vert A1 microscope.

### Histological analysis

Testes and epididymides were fixed in Bouin’s solution (sigma, HT10132) overnight at 4°C, embedded in paraffin and sectioned into 5 µm slices. The sections were then subjected to H&E staining using standard procedures and observed under a Zeiss Axio Vert A1 microscope.

### Assessment of sperm counts, motility, and morphology

Cauda epididymides were collected from male mice and dissected in 37°C pre-warmed human tubal fluid culture medium (EasyCheck, M1130), followed by incubation at 37°C for 15 min to release the sperm. To quantify sperm abundance, the sperm suspension was fixed in 1% paraformaldehyde for 30 min. Sperm were then counted under a Zeiss ×10 bright-field microscope. To assess sperm motility, the sperm suspension was observed and recorded under a Leica total internal reflection fluorescence microscope. Motility was defined as any movement of the sperm flagellum during a 10-s observation cycle. After immobilization with 1% paraformaldehyde, sperm morphology was observed by H&E staining using standard procedures. Images were captured using a Zeiss Axio Vert A1 microscope equipped with a ×100 oil immersion objective. Sperm without staining were also used to assess sperm morphology. For ultrastructural observation, sperm samples were fixed in 3% glutaraldehyde in 0.1 M sodium phosphate buffer (pH 7.4), and post-fixed with 1% (wt/vol) OsO_4_. After dehydration, the samples were placed in propylene oxide and embedded in a mixture of Epon 812 and Araldite. Ultrathin sections obtained by a Leica EM UC7 ultramicrotome were stained with uranyl acetate and lead citrate, then analyzed using a HT7700 TEM (Hitachi).

### Fertility test

Each of the adult male mice was mated with two females for 2 months. All the mice used were aged 6–8 weeks. Vaginal plugs were checked every morning, and the number of newborn pups was counted.

### Chromosome spreads and immunofluorescence

Testicular chromosome spreads were prepared and immunolabeled as described (Reinholdt et al., 2004). The primary antibodies used were as follows: anti-γ H2ax (Millipore, 05-636, 1:300 dilution) and anti-Sycp3 (Proteintech, 23024-1-AP, 1:300 dilution). Secondary antibodies used were Alexa Dye (AlexaFluor Plus 488/594) conjugates (Thermo Fisher) at 1:500 dilutions. Images were collected with a Zeiss Axio Vert A1 microscope.

### RNA-seq analysis

The mature sperm samples from P56 mice and testis samples from P16 mice were washed three time in 1× PBS after harvest. Total RNA was extracted from the samples using the TRIzol reagent (Invitrogen) and purified with the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490). The quality of the RNA samples was examined using the Agilent 2100 Bioanalyzer system (Agilent Technologies). Qualified RNA samples were subjected to sequencing library construction using the NEBNext Ultra II RNA Library Prep Kit for Illumina (NEB, E7775). Paired-end (2 × 150 bp) sequencing was carried out on the Illumina NovaSeq6000 platform. The sequencing reads were mapped to the *Mus musculus* reference genome (GRCm38/mm10) using HISAT2 v2.1.0 (Kim et al., 2015), and StringTie v1.3.3b (Pertea et al., 2015) was applied to assemble the mapped reads. Fragments Per Kilobase of transcript per Million fragments mapped (FPKM) was used to measure the expression level of a gene. Differential expression analysis was processed by DESeq2 v1.12.4 (Subramanian et al., 2005), and the significant differentially expressed genes were identified with a fold change >2. Gene ontology analysis was performed using the DAVID database.

### CUT&Tag analysis

The testicular germ cells were isolated using a two-step enzymatic digestion process as previously described (Liu et al., 2017). Briefly, after removing the tunica albuginea, the testes were incubated in 1 mg/ml type IV collagenase (Sigma, C5138) at 37°C for 15 min with gentle shaking every 5 min. The resulting cell suspension was centrifuged at 1000 rpm for 3 min, and the pellet was further digested with 0.25% Trypsin-EDTA (Gibco, 25200072) at 37°C for 10 min. The digestion was terminated by adding fetal bovine serum (FBS), and the cell suspension was centrifuged at 1000 rpm for 3 min. The cell pellet was resuspended in DMEM medium containing 10% FBS and cultured at 37°C in a 5% CO_2_ atmosphere for 3 hr. Floating and weakly adherent cells were collected as germ cells. CUT&Tag and CUT&Tag real-time PCR were performed according to the manufacturer’s protocol using the Hyperactive Universal CUT&Tag Assay Kit for Illumina Pro (Vazyme, TD904). Approximately 100,000 germ cells were used per sample. For real-time PCR, IgG sera were used as a negative control for the Xap5 CUT&Tag, while lysates from *Xap5l* KO testis were incubated with the Xap5l antibody as a negative control for the Xap5l CUT&Tag. DNA spike in was used as the internal control. The primer sequences are indicated in Supplementary file 2.

For analysis, quality control and read trimming were performed using FastQC (v0.11.9) with default parameters and Trimmomatic (v0.39) with the following parameters: ILLUMINACLIP:NexteraPE-PE.fa:2:30:10:8:true LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:8. Clean reads were aligned with bowtie2 (v2.4.4) (Langmead and Salzberg, 2012) against the *M. musculus* (mm39) genome with the parameters -X 1000 --very-sensitive. PCR duplicates were removed using picard’s MarkDuplicates with default parameters. Peak calling was conducted using using MACS2 (v2.1.4) with the parameters -f BAMPE -B --SPMR --keep-dup all. Peaks were annotated to the nearest feature using ChIPseeker (v1.32.0) (Yu et al., 2015). Motif finding and annotation were performed using Homer *findMotifsGenome.pl* and *annotatePeaks.pl* functions, respectively (Heinz et al., 2010). Track screen shots were produced in IGV (version 2.18.1) (Robinson et al., 2023).

### Statistical analysis

Statistical analyses were conducted using GraphPad Prism 8.0.2 software. All data were presented as mean ± SEM. Values of p < 0.05 were considered statistically significant. Statistical significance between two groups was calculated using an unpaired, parametric, two-sided Student’s *t-*test.

### Materials availability

The authors declare that all the materials supporting the findings of this study are available within the article and its supplementary files or from the corresponding author upon reasonable request.

## Data Availability

The RNA-seq and CUT&Tag data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database and are publicly available under accession numbers GSE236388 for RNA-seq and GSE279586 for CUT&Tag, respectively. The following datasets were generated: WangW XingJ ZhangX HuZ 2023Control of ciliary transcriptional programs during spermatogenesis by antagonistic transcription factorsNCBI Gene Expression OmnibusGSE23638810.7554/eLife.94754PMC1186475840009443 WangW XingJ ZhangX 2024Identification of chromatin states in mouse testicular germ cells using CUT&TagNCBI Gene Expression OmnibusGSE279586 The following previously published dataset was used: JungM WellsDJ RuschJ AhmadS MarchiniJ MyersS ConradDF 2019Phenotyping spermatogenic defects by single-cell expression profilingNCBI Gene Expression OmnibusGSE113293

# Supplementary material for: Control of ciliary transcriptional programs during spermatogenesis by antagonistic transcription factors
**Source:** eLife. 2025 Feb 26;13:RP94754. doi: 10.7554/eLife.94754
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Materials and Methods; Supplementary file 2 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Figure legends |  |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure legends |  |
| Define whether data describe technical or biological replicates. | Figure legends |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Methods; Figure legends |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | The Data Availability section is included after the Materials and Methods. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and Data Availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Jung M, et al., 2019, NCBI Gene  Expression Omnibus, GSE113293 |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

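RNA-seq was analysed from 12 libraries in 4 groups of 3 replicates: WT and Xap5l KO sperm of P56 mice, and WT and Xap5 cKO testes of P16 mice. Groups were taken from the sample labels. The authors purified poly(A) RNA, sequenced paired-end reads of 150 bp, mapped them to GRCm38/mm10 with HISAT2, assembled them with StringTie and deposited whole-number counts per gene without normalization, 1 table per tissue. The paper's text does not name the counting tool, the handling of reads that map to several genes, the use of strand or the type of p-value behind its gene counts. Its statistics section names Student's t-test for the paper in general, and its methods name DESeq2 and a fold change above 2 for RNA-seq.

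Each tissue was analysed on its own. Genes were filtered with edgeR's filterByExpr, normalized by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with genotype as the only term. Genes with an adjusted p-value under 0.05 and a fold change above 2 were called up- or downregulated. Standard errors belong to the log2 fold changes, and values per group are means ± SD of 3 libraries in counts scaled to library size (CPM). With 3 libraries against 3, an exact permutation test of a single gene cannot give a p-value below 0.1, so the models fitted across genes were used. A group with 3 or fewer counts in every library was treated as being at the floor, and fold changes against it were computed against 3 counts and given as lower bounds. Library totals ranged from 32251198 to 52308452 counts. The common biological coefficient of variation was 0.287 in sperm and 0.174 in testes.

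The cilia-related genes were the complete list of Supplementary file 1, of which 614 matched an entry of the sperm table and 611 an entry of the testis table. Calls inside and outside the list were compared with two-sided Fisher's exact tests, and the list was tested as a set with limma's camera (preset correlation 0.01), with fry and with camera using an estimated correlation. The same set tests were applied to 12 lists of marker genes for spermatogonia, leptotene and zygotene spermatocytes, pachytene spermatocytes, round spermatids, elongating spermatids, Sertoli cells, Leydig cells, peritubular myoid cells, leukocytes, erythroid cells, epididymal epithelium and general epithelium, with Benjamini-Hochberg adjustment over the 12 lists of each comparison. Genes named were every gene the paper names for RNA-seq, real-time PCR or as a target, the 3 called genes with the largest rise and the 3 with the largest fall in each comparison among those with at least 5 CPM in either genotype, and the most abundant gene of each marker list. Other Sox genes were only counted. These lists, the rule for naming genes and the tests of the comparisons and lists were chosen before the data were examined. Several tests of explanations were chosen later, as the closing section says.

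The alternatives were no filter on low counts, at least 10 counts in every sample, RLE size factors, library size alone, DESeq2, a replicate block, unadjusted p-values, an adjusted p-value under 0.01, no fold change threshold, and leaving out each library in turn. Summing entries of one gene, removing trends with GC content or transcript length in 20 bins, and leaving out the mitochondrial genes and the 10 most abundant other genes were chosen after the data were examined. The tests were also run on simulated data, with 200 genes changed 4-fold. edgeR called 85.4% of the changed genes that it tested in the sperm design and 89.3% in the testis design, and with 1 library left out between 70.9% and 75.4% in the sperm design. Of the unchanged genes, 9 of 19936 and 10 of 16284 were called. Positions and overlaps of exons came from the GENCODE annotation of GRCm38.

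In the sperm table 92.4% and in the testis table 95.7% of entries matched a GENCODE gene. Names that spreadsheets had turned into dates, 27 in the sperm table, were kept as entries. The paper's own lists of changed genes and its CUT&Tag peaks were not used here. The software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.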

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

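The tests of reads moved between gene copies and of X-linked genes were set before their results were seen, except the test of the windows whose sum did not rise and the comparison of gains with losses within windows, which were chosen only after the result was seen.

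Genes upregulated in Xap5l KO sperm lay in clusters that the paper does not analyse. In the window of chromosome 14 from 40 to 45 Mb, 53 of 79 tested genes were upregulated and 1 was downregulated, and 63 of the 79 have names that start with Gm. This window was singled out after its values were seen, as the 5 Mb window with most calls. Its median log2 fold change was 1.68 and stayed between 1.53 and 1.85 with each library left out in turn. The count followed the number of sperm calls and was 0 without WT replicate 2, WT replicate 3 or Xap5l KO replicate 2 (60, 61 and 57 at an unadjusted p-value under 0.05) and 20 without Xap5l KO replicate 1, while DESeq2 gave 51. In all, 10 windows held at least 10 upregulated genes that were more than 1 in every 3 tested, with 214 upregulated of 380 tested. In copies of one gene family, reads could have moved from one copy to another with no change in their sum. The summed counts argue against this as the whole cause in 8 of the 10 windows, where the sum was higher in every Xap5l KO library than in every WT library. The windows were chosen for their upregulated genes, and a sum can also hold genes outside the families, so gains were set against losses. In 8 windows, the same ones, all entries that fell, tested or not, lost between 0% and 24% of the CPM that the upregulated genes gained. Reads moved from copies elsewhere in the genome were not tested and stay open. In the window with most calls the sum was 143 ± 8.99 CPM in WT and 289 ± 39.7 CPM in Xap5l KO sperm. In the other 2 windows, on chromosome 14 from 5 to 10 Mb and on chromosome X from 55 to 60 Mb, the sums overlapped between genotypes, with ratios of 1.07 and 0.965, and the losses exceeded the gains, so that moved reads and a rise of some genes cannot be told apart, since the handling of reads that map to several copies is not stated. RNA of other germ cells in the sperm samples, for which the round spermatid list gave a median log2 fold change of 1.44, and an effect of Xap5l on these genes both stay open.

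X-linked genes, which the paper does not discuss as a group, were higher in Xap5 cKO testes. Their median log2 fold change was 0.41 against -0.02 for autosomal genes, a difference of 0.43. The difference stayed between 0.42 and 0.49 with each library left out in turn and was 0.46 with DESeq2. Fewer cells with a silenced X chromosome would raise X-linked relative to autosomal transcripts, and the difference of 0.43 is consistent with this, as a hypothesis. The pachytene list had a median log2 fold change of -2.37. A direct effect of Xap5 on X-linked genes was not tested and stays open.

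Among long intergenic noncoding RNA (lincRNA) genes, which the paper does not analyse, 80 of 951 tested were upregulated and 5 downregulated in Xap5l KO sperm, beside 1206 and 235 of 16216 protein-coding genes. At an unadjusted p-value under 0.05, 171 were upregulated. DESeq2 called 96. None was called without WT replicate 2, WT replicate 3 or Xap5l KO replicate 2 (121, 124 and 154 at an unadjusted p-value), 10 were called without Xap5l KO replicate 1 and 137 without Xap5l KO replicate 3. No explanation was tested for lincRNA genes in particular. Other cells' RNA and an effect of the genotype both stay open.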

How the results depend on the processing

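Summing entries of one gene, removing trends with GC content or transcript length and leaving out abundant genes were chosen only after the data were examined.

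The sperm calls depended on single libraries. Across the 6 fits that each left out 1 library, from 1 to 2402 genes were upregulated and from 1 to 443 downregulated, from 0 to 133 cilia-related genes were upregulated and from 0 to 4 downregulated, and the overlap with genes downregulated in Xap5 cKO testes ranged from 0 to 573. The low ends came without WT replicate 2, WT replicate 3 or Xap5l KO replicate 2 (1, 1 and 1 genes upregulated and 1, 1 and 2 downregulated, with 2069, 2018 and 2189 and 628, 532 and 668 at an unadjusted p-value under 0.05). There the cilia-related and shared counts were 0. Without Xap5l KO replicate 1 the counts were 483 and 71, with 25 cilia-related genes upregulated, 1 downregulated and 100 shared. The high ends came without Xap5l KO replicate 3, except the 4 cilia-related genes downregulated without WT replicate 1. The log2 fold changes of these fits correlated with those from all libraries at between 0.938 and 0.975, and all 1856 called genes had the same sign in each. In 1833 of them the libraries of the genotypes did not overlap, so leaving out 1 library could hardly reverse the sign. On simulated data the same design with 1 library left out still called at least 70.9% of genes changed 4-fold. The simulation held no smaller changes, while called genes such as Rfx1 in sperm had a log2 fold change of 1.21. It therefore cannot tell whether the number of libraries accounts for the drop. The cause was not tested. At an adjusted p-value under 0.01, 0 genes were upregulated, 0 downregulated, 0 cilia-related genes upregulated and 0 shared with the testes, since the smallest adjusted p-value was 0.0118 (at an unadjusted p-value under 0.05, 100 cilia-related genes were upregulated and 476 genes shared).

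Thresholds also moved the sperm counts. At an unadjusted p-value under 0.05 edgeR gave 2385 upregulated and 605 downregulated genes and DESeq2 2650 and 564, with 2 cilia-related genes downregulated in each. Without a fold change threshold 643 genes and 10 cilia-related genes were downregulated and 641 were shared with the testes. Downregulated genes numbered 149 with library size alone and 164 without the abundant genes. DESeq2 and the filter of at least 10 counts in every sample each called 1 cilia-related gene downregulated. The median log2 fold change of all tested genes was -0.08 with TMM and 0.1 with DESeq2, while that of Foxj1 was 2.11 and 2.14. Beyond the thresholds themselves, the cause was not tested. Upregulated genes stayed the majority of calls, at between 84.3% and 91.2%, with RLE size factors, library size alone, DESeq2 and the removal of both trends.

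Replicate numbers are the same in both genotypes. With a replicate block 1147 genes were upregulated and 147 downregulated in Xap5l KO sperm, 1234 of them shared with the calls above, and 661 and 1782 genes in Xap5 cKO testes. In sperm the replicate block lost the calls of Rfx1 and Rfx4 (adjusted p = 0.0556 and 0.0589 from edgeR's quasi-likelihood test). The deviations of libraries with the same number from their genotype's mean correlated at 0.15, -0.02 and -0.08 in sperm and at 0.01, -0.01 and -0.01 in testes, so the numbers were not treated as pairs.

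The testis calls moved less. Leaving out each library in turn gave between 559 and 884 upregulated and between 1687 and 1955 downregulated genes, and between 7 and 11 cilia-related genes upregulated, with 7 without WT replicate 2 or Xap5 cKO replicate 2. All 2535 called genes had the same sign in each of these fits, although 2501 of them had no overlap between genotypes and could hardly reverse. Without a fold change threshold 4202 genes were upregulated and 4734 downregulated, and 94 and 275 cilia-related genes. Summing entries of one gene gave 672 and 1744. The downregulation of Foxj1 in testes (log2 fold change -1.18, adjusted p = 0.0474 from edgeR's quasi-likelihood test) lost its call without any 1 of the 6 libraries, where the log2 fold change ranged from -1.41 (Xap5 cKO replicate 1 left out) to -0.82 (Xap5 cKO replicate 2 left out), and with DESeq2. The correlation of log2 fold changes between the comparisons moved to -0.261 with no filter on low counts. The set difference of cilia-related genes, 0.45 in sperm and -0.4 in testes, no longer passed the test with an estimated correlation (p = 0.0745 and 0.183), while fry (p = 0.00657 and 0.00309) and the filters, size factors, replicate block and fits without 1 library kept it past the threshold.

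Named genes in sperm gave 447 values with the same direction and call, 31 for 9 genes that gained a call, 44 for 12 genes that lost one, and 8 for 4 genes whose direction reversed. Of the values that lost a call, 42 came from leaving out 1 library. The 4 genes had small changes. The log2 fold change of Rfx2 ranged from -0.42 to 0.29 with each library left out in turn, that of Dmc1 from -0.2 to 0.11 (0 with no filter on low counts), that of M1ap from -0.45 to 0.29 and that of Tssk3 from -0.69 to 0.21. Rfx2, M1ap and Tssk3 reached their high ends without WT replicate 1. Dmc1 was also 0.06 and 0.01 without Xap5l KO replicates 1 and 2, and Tssk3 0.01 without Xap5l KO replicate 2. In testes, 517 values had the same direction and call, 20 for 5 genes lost a call and 2 reversed. Gapdhs ranged from 0 to 0.19, with 0 without Xap5 cKO replicate 1, and Hbb-bs from -0.06 to 0.6, with -0.06 without Xap5 cKO replicate 2. The causes were not tested.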

Differences from the paper's values

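The numbers of up- and downregulated genes, of cilia-related genes among them and of genes shared by both comparisons that the paper gives differed by no more than 1.5 times from those in the passages. Under some alternatives they differed by more, as with a replicate block (1147 upregulated and 147 downregulated genes in Xap5l KO sperm against the paper's 2093 and 267). The paper's numbers of bound genes were not compared. The statements of the paper below were not matched by a call.

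The paper lists Rfx2 among the regulators upregulated in Xap5l KO sperm. It also shows real-time PCR and a western blot of Rfx2 in sperm, which were not examined here. In the RNA-seq counts the log2 fold change of Rfx2 was -0.16 (adjusted p = 0.753 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no alternative called it upregulated. Tbpl1, which the paper lists with it, had a log2 fold change of 0.83 (adjusted p = 0.051), and was called only without Xap5l KO replicate 3 (1.03). The paper names the Sox and Rfx families in sperm. Sox30 was not called (adjusted p = 0.105), but was called with DESeq2 (log2 fold change 1.15, adjusted or unadjusted p-value), without Xap5l KO replicate 3 (1.59) and at an unadjusted p-value from edgeR (0.0268). Rfx3 had a log2 fold change of 0.92 and was called without WT replicate 1 (1.14) or Xap5l KO replicate 3 (1.09). Rfx5, Rfx6 and Rfx7 were called upregulated in none of the alternatives. Rfx8 had 0.97 and was called without a fold change threshold, with no filter on low counts (1.04), RLE size factors (1.02), DESeq2 (1.01) and without WT replicate 1 (1.09) or Xap5l KO replicate 3 (1.1). Ift81, which the paper gives as upregulated, had 0.99 and was called without a fold change threshold, with no filter on low counts (1.05), at least 10 counts in every sample (1.01), RLE size factors (1.04), DESeq2 (1.02), a replicate block (1.01) and without WT replicate 1 (1.15) or Xap5l KO replicate 3 (1.13).

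The paper gives the Rfx family as downregulated in Xap5 cKO males. Rfx1, Rfx3 and Rfx7 had log2 fold changes of -0.08, -0.17 and -0.16 and were called in none of the alternatives. Rfx5 had -0.71 and was called only without a fold change threshold. The paper writes of Xap5 cKO sperm where it gives these counts, while the labels give P16 testes.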

Other observations

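The tests of gene family copies, fewer leukocytes, germ cells falling more at later stages, somatic cell shares, a general rise of germ cell genes and a less advanced first wave, and the test of meiotic markers in WT testis replicate 3, were chosen only after the results were seen. The other tests were set before their results were seen.

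Other splits of the libraries were compared with the split by genotype. Among the 10 splits of the 6 sperm libraries into groups of 3, 1 gave as many calls (1856, against 2 or fewer in the others), 1 as many cilia-related calls (91, against 0) and 1 a camera p-value as small for the cilia-related set. The same 3 numbers were 1, 1 and 1 for the testis libraries, where the other splits gave 0 calls. With 10 splits the share is never under 0.1. Other splits gave camera p-values as small as 6.4e-05 in sperm and 3.45e-05 in testes, so this p-value is also small for splits that follow genotype only in part. Each of these splits has more libraries of one genotype in each group and keeps part of the genotype difference. They therefore do not show how small the p-value gets without such a difference. Over the 100 pairs of a sperm and a testis split, 1 gave as many genes called in opposite directions (420, against 0 in the other 99) and 2 a correlation across genes as far from 0 (0.354, with 0.364 in the other).

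More genes were called upregulated than downregulated in Xap5l KO sperm (1589 and 267), while the median log2 fold change of all tested genes was -0.08. Once a trend with transcript length or GC content was removed, 1611 and 1677 genes were upregulated, without the abundant genes 1846, and outside the 10 windows rich in called genes 1375, against 266 downregulated, which argues against each as the whole cause. Leukocyte markers had a median log2 fold change of -0.97 (5 of 13 downregulated, camera adjusted p = 4.94e-06, fry 0.0706), and epididymal markers -0.46, which argues against added leukocyte or epididymal RNA. The 5 downregulated leukocyte markers are consistent with fewer leukocytes in the Xap5l KO samples. RNA of earlier germ cells may contribute to the rises. Round spermatid markers had a median log2 fold change of 1.44 (13 of 15 upregulated, camera adjusted p = 3.62e-10, fry 0.0228), and pachytene markers 0.63 (5 of 14 upregulated, camera adjusted p = 0.0465), although the latter was not past the threshold with fry (0.102), and no list was with an estimated correlation (adjusted p of 0.511 or more). The most abundant gene of each list did not rise past the test, Tssk3 with a log2 fold change of -0.23 (125 and 106 CPM) and Pgk2 with 0.44 (1030 and 1390 CPM). All 15 and all 14 of these genes were above 1 CPM in WT sperm samples. So were all 13 leukocyte markers, so these levels do not show which cells the RNA came from. A change in RNA content of the sperm themselves cannot be excluded. No list gene is in more than 1 list, and the leptotene and zygotene list holds Spo11 and Dmc1, which the paper names. The calls of list genes in sperm rest on the sperm calls, which fell to 3 or fewer genes without WT replicate 2, WT replicate 3 or Xap5l KO replicate 2.

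The remaining lists in sperm had median log2 fold changes of -0.08 for spermatogonia (8 of 12 tested genes above 1 CPM in WT, adjusted p = 0.556 from limma's camera, 0.03 without WT replicate 2), 0.22 for leptotene and zygotene spermatocytes (11 of 14, 0.13) and 0.48 for elongating spermatids (14 of 14, 0.151). Sertoli cells had -0.59 (7 of 11, 0.053), Leydig cells -1.43 (6 of 6, 0.019), peritubular myoid cells 0.14 (6 of 7, 0.866), erythroid cells -1.63 (5 of 5, 0.0478), epididymal epithelium -0.46 (9 of 10, 0.049) and general epithelium -0.39 (7 of 7, 0.0478). With fry none of these passed the threshold. The most abundant genes were Dmrtb1 (123 CPM in WT and 263 in Xap5l KO sperm), M1ap (61.5 and 52.7), Smcp (48700 and 24800), Clu (687 and 1200), Insl3 (10.9 and 3.77), Actg2 (70.9 and 134), Lyz2 (566 and 213), Hbb-bs (3680 and 1190), Crisp1 (6200 and 4580) and Krt19 (123 and 90.7). Single libraries moved several medians. Leptotene and zygotene markers had 0.01 without WT replicate 3 and 0.43 without WT replicate 1, elongating spermatids 0.77 without WT replicate 1, Sertoli cells -1.11 without Xap5l KO replicate 1 and -0.21 without Xap5l KO replicate 3, Leydig cells -2.33 without Xap5l KO replicate 1 and -0.87 without WT replicate 1, myoid cells -0.15 without Xap5l KO replicate 1 and 0.29 without Xap5l KO replicate 3, and erythroid cells -0.67 without WT replicate 1.

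In Xap5 cKO testes more genes were called downregulated than upregulated (1837 and 698). With length or GC trends removed 1785 and 1786 genes were downregulated, which argues against these trends as the whole cause. A lower share of pachytene spermatocytes alone would not lower spermatogonial markers, but their median log2 fold change was -0.65 (camera adjusted p = 0.00229). Falls of -0.65 for spermatogonia, -1.29 for leptotene and zygotene (4.85e-08) and -2.37 for pachytene markers (2.11e-05) are consistent with a lower share of germ cells, more so at later stages, and lower transcript levels within the cells stay open. Round spermatid markers had -1.49 (7 of the 15 list genes tested, 0.0456) and elongating spermatid markers -0.68 (4 of the 14 tested, 3 of them above 1 CPM in WT, 0.508). Sertoli, Leydig and myoid cell markers rose by 0.74, 1.04 and 0.33 (camera adjusted p = 3.11e-07, 0.0456 and 0.0456), and their rises did not differ beyond their errors (chi-square 4.65, p = 0.0976), so a higher somatic share may contribute. With the leukocyte list, which rose by 1.09 (0.000122), they differed (chi-square 9.13, p = 0.0276), which argues against one shared rise of all 4. Erythroid, epididymal and general epithelial markers had 0.27, 0.35 and 0.43 (each adjusted p = 0.535), with 5, 3 and 3 genes above 1 CPM in WT. The epididymal list, with 4 genes tested, had a positive median but a mean difference of -1.17 (standard error 0.27). Its 1 downregulated gene, Aqp9, looked up after the list's values were seen, had 10.6 CPM in WT and 0.117 CPM in Xap5 cKO testes, and the other 3 genes had log2 fold changes above 0. With fry the calls of round spermatids (0.0503) and Leydig cells (0.0748) did not hold, those of elongating spermatids and epididymal epithelium (each 0.0462) were gained, both as falls (mean differences of -0.86 and -1.17), and with an estimated correlation no list passed (0.223 or more). All genes tested in the Sertoli, Leydig, myoid, leukocyte and germ cell lists up to round spermatids were above 1 CPM in WT testes. The most abundant genes were Uchl1 (220 CPM in WT and 167 in Xap5 cKO testes), Sycp1 (734 and 313), Hspa2 (556 and 132), Pdha2 (92.3 and 36.6), Gapdhs (4.51 and 4.8), Clu (3370 and 6090), Hsd3b6 (82 and 190), Acta2 (337 and 423), Lyz2 (38.3 and 77.4), Hbb-bs (22.4 and 26.9), Wfdc10 (58.4 and 84.8) and Epcam (55.4 and 43.6). The erythroid median was 0.03 without Xap5 cKO replicate 2 and 0.67 without WT replicate 3, and the epididymal median 0.14 without Xap5 cKO replicate 3 and 0.65 without WT replicate 2.

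The shared genes could be germ cell genes in general. Among genes upregulated in Xap5l KO sperm, 72.3% of 83 cilia-related genes and 46.3% of 712 others were downregulated in Xap5 cKO testes (odds ratio 3.02, two-sided Fisher's exact test, p = 7.8e-06). Among genes downregulated in Xap5 cKO testes, 37.7% of 159 cilia-related and 23.4% of 1413 other genes were upregulated in Xap5l KO sperm (odds ratio 1.99, Fisher's exact test, p = 0.000141). Both argue against a rise and an overlap with no preference for cilia-related genes over the other called genes. Those other genes were not matched for germ cell stage, and 13 of 15 round spermatid markers were upregulated in Xap5l KO sperm. The tests therefore cannot tell a preference for cilia-related genes from one for germ cell genes of a certain stage. These tests rest on the sperm calls, which fell to 3 or fewer genes without WT replicate 2, WT replicate 3 or Xap5l KO replicate 2.

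WT testis replicate 3 lay toward the Xap5 cKO libraries. For genes changed most, its median position was 61% of the way from the other WT libraries to Xap5 cKO for 369 downregulated genes and 16.8% for 6 upregulated genes. Over all called genes these were 42.5% of 1557 and 17.6% of 609. An admixture of Xap5 cKO testis would put both at one share, and would put leptotene and zygotene markers (23.5%, 12 genes) at that of pachytene markers (52.7%, 10 genes), so these values argue against it. A less advanced first wave of spermatogenesis in this mouse is a candidate explanation that the 52.7% for pachytene markers allows. Without this library 884 genes were upregulated and 1955 downregulated.

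Xap5l (gene Fam50b) had 12 ± 5.7 CPM in WT and 0.133 ± 0.116 CPM in Xap5 cKO testes (mean ± SD of 3 libraries), a log2 fold change of -6.48, while Xap5 (gene Fam50a) had -0.33 (adjusted p = 0.0495 from the same edgeR quasi-likelihood test, below the fold change threshold). The lack of pachytene spermatocytes that the paper found in Xap5 cKO testes could account for the fall of Xap5l. Tulp2, which rose in Xap5l KO sperm, rose in Xap5 cKO testes too, with a log2 fold change of 0.58 (adjusted p = 0.000117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, below the fold change threshold), higher in all 3 Xap5 cKO libraries than in all 3 WT libraries. Of all genes tested in testes, 62.3% were separated in one direction or the other, against the 10% that chance gives. Sox5, which rose in Xap5l KO sperm, rose in testes too (log2 fold change 1, adjusted p = 0.00316 from the edgeR test), and fell below the fold change threshold with at least 10 counts in every sample (0.99) and without WT replicate 2 (0.9) or Xap5 cKO replicate 1 (0.99). Celf1, Faim and Gapdh, which the paper names for other assays, had log2 fold changes of -0.55, -0.76 and -0.59 in sperm and -0.1, -0.16 and 0.13 in testes, and were called in neither. Spo11, Dmc1 and Crem in sperm had 0.31, -0.06 and 0.45 and were not called. In testes Taf7l had 0.13 and was not called, and Tbpl1 had -0.88 (adjusted p = 4.92e-05 from the edgeR test), below the fold change threshold.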
